# Cell Type-Specific Role of RNA Nuclease SMG6 in Neurogenesis

**DOI:** 10.3390/cells10123365

**Published:** 2021-11-30

**Authors:** Gabriela Maria Guerra, Doreen May, Torsten Kroll, Philipp Koch, Marco Groth, Zhao-Qi Wang, Tang-Liang Li, Paulius Grigaravičius

**Keywords:** SMG6, NMD, neurogenesis, neurodevelopmental syndromes

## Abstract

SMG6 is an endonuclease, which cleaves mRNAs during nonsense-mediated mRNA decay (NMD), thereby regulating gene expression and controling mRNA quality. SMG6 has been shown as a differentiation license factor of totipotent embryonic stem cells. To investigate whether it controls the differentiation of lineage-specific pluripotent progenitor cells, we inactivated *Smg6* in murine embryonic neural stem cells. Nestin-Cre-mediated deletion of *Smg6* in mouse neuroprogenitor cells (NPCs) caused perinatal lethality. Mutant mice brains showed normal structure at E14.5 but great reduction of the cortical NPCs and late-born cortical neurons during later stages of neurogenesis (i.e., E18.5). *Smg6* inactivation led to dramatic cell death in ganglionic eminence (GE) and a reduction of interneurons at E14.5. Interestingly, neurosphere assays showed self-renewal defects specifically in interneuron progenitors but not in cortical NPCs. RT-qPCR analysis revealed that the interneuron differentiation regulators *Dlx1* and *Dlx2* were reduced after *Smg6* deletion. Intriguingly, when *Smg6* was deleted specifically in cortical and hippocampal progenitors, the mutant mice were viable and showed normal size and architecture of the cortex at E18.5. Thus, SMG6 regulates cell fate in a cell type-specific manner and is more important for neuroprogenitors originating from the GE than for progenitors from the cortex.

## 1. Introduction

Cell fate relies on the correct “read” of the genetic code and its translation into functional proteins. Nonsense-mediated mRNA decay (NMD) is a cellular surveillance mechanism that is involved in controlling the quality of mRNA [1,2,3]. It degrades transcripts that, after a nonsense mutation or alternative splicing events, harbor a premature termination codon (PTC) before (>50–55 nucleotides) an exon–exon junction complex (EJC). The stable interaction of UPF1 with eRFs at the PTC site recruits the NMD factors UPF2, UPF3 and the kinase SMG1. SMG1 phosphorylates UPF1 and UPF2 thereby promoting the recruitment of the endonuclease SMG6 or the SMG5/SMG7-mediated exonuclease for RNA degradation [1]. The branches of SMG6- and SMG5/7-mediated NMD pathways have been shown to overlap, yet with distinct differences in certain populations of target transcripts [4]. Recently, it was demonstrated that SMG6 (Suppressor with morphogenetic effect on genitalia protein 6) endonuclease activity can depend on the SMG5/SMG7 heterodimer [5]. Moreover, non-mutant transcripts can also be targeted by NMD, for example the transcripts with uORF and long 3′UTR, thereby regulating normal gene expression [4,6].

NMD deficiency leads to an accumulation of deleterious mRNA products, which can be translated not only into mutated malfunctional proteins but also into functional ones, which then may cause tissue dysfunction or pathogenesis [3,7,8,9]. The complete knockout of NMD genes, such as *Upf1* [10], *Upf2* [11] or *Smg1* [12] resulted in embryonic lethality, highlighting the importance of NMD for early development. Previously, we have shown that the complete deletion of *Smg6* in mouse germline blocks differentiation of embryonic stem (ES) cells into germ layers and thereby results in early embryonic lethality [13]. Furthermore, we demonstrated that SMG6 is required for the production of induced pluripotent stem cells (iPS) from somatic cells [13]. This identified SMG6-mediated NMD as a fundamental regulator of cell fate change, thereby controlling differentiation and development. In that study, the telomeric function of SMG6, originally identified as *Est1a* (Ever Shorter Telomere 1a) in yeast, was proven to be negligible.

In humans, mutations or deletion of NMD factors have been associated with several neurological disorders [14]. Human UPF3B, encoded by the X-linked gene *UPF3B*, was the first NMD factor linked with human neurodevelopmental syndromes such as X-linked intellectual disability (ID) with and without autism, childhood onset schizophrenia (COS) and attention deficit hyperactivity disorder (ADHD) [15,16]. Mutations of *UPF3B* led to the loss or truncation of the protein and caused ID in males of several families [15,16]. Genetic studies have identified mutations or copy number variants in *UPF2*, *UPF3*, *SMG9* and the exon-junction complex component *RBM8A* in human patients with neurological symptoms [17,18,19]. Furthermore, NMD proteins (UPF3b, UPF1, UPF2, SMG1) have been shown to participate in axon outgrowth, synapse formation and, thus, in various behavioral processes [20,21,22,23,24,25,26]. All these observations suggest that, in addition to its general role in the early embryonic development, NMD has specific functions in self-renewal and differentiation of neuroprogenitor cells as well as in neuronal functionality. However, the precise molecular mechanism underlying these processes remains largely unknown.

In order to elucidate the function of SMG6 in neurogenesis during brain development, we applied genetic and cellular studies to inactivate *Smg6* in various neural progenitor cells. We found that SMG6 is more critical for the cell fate determination of interneuron progenitors in the ganglionic eminence (GE) compared to cortical neuroprogenitor cells (NPCs).

## 2. Material and Methods

### 2.1. Mice

Smg6^flox^(*Smg6^tm1.1Zqw^*), Smg6^+/Δ^(*Smg6^tm1.2Zqw^*) [13], Nes-Cre (*Tg*(*Nes-cre*)*1Kln*) [27], Emx1-Cre (*Emx1*^*tm1*(*cre*)*Krj*^) [28], Rosa26-CreER^T2^ (Gt(ROSA)26Sor^tm1(cre/ERT2)Tyj^), *Smg6*-CNSΔ and *Smg6*-CoHi∆ mice were bred and housed in the mouse facility of Fritz Lipmann Institute (FLI, Jena, Germany). Mice were fed ad libitum with standard laboratory chow and water in ventilated cages under a 12 h light/dark cycle. All animal work was conducted according to the German animal welfare legislation and approved by the Thüringer Landesamt für Verbraucherschutz (TLV). The genotyping of mice was performed by PCR on DNA extracted from tail tissue as previously described [13].

### 2.2. Immunoblot Analysis

Proteins were extracted using RIPA buffer supplemented with 1 mM PMSF and 20–50 µg of cell lysates were separated with SDS–PAGE as described [29]. The primary antibodies rabbit anti-*Smg6*/Est1A (1:1500; Abcam, Berlin, Germany), mouse anti-GAPDH (1:20,000; Sigma-Aldrich, Taufkirchen, Germany), mouse anti-Actin (1:20,000; Sigma-Aldrich), and secondary antibodies HRP-conjugated goat anti-rabbit IgG or goat anti-mouse IgG (1:10,000; DAKO, Frankfurt am Main, Germany), were used.

### 2.3. RT-qPCR

Total RNA was isolated from neural stem cells using the RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacture’s recommendations. After genomic DNA removal by DNAse I, the cDNA library was generated using SuperScript™ III Reverse Transcriptase (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). The quantitative real-time PCR (qPCR) was performed in triplicates for each sample using Platinum™ SYBR™ Green qPCR SuperMix-UDG (Invitrogen) and a LightCycler^®^ 480 Instrument (Roche). The sequences of the used primers are summarized in Table 1.

### 2.4. Neurosphere Formation Assay and In Vitro Neuronal Stem Cell Differentiation

Neuroprogenitor cells were isolated and used for neurosphere formation assays from E13.5 cortices and ganglionic eminences as previously described [29]. After isolation, neuroprogenitor cells were plated for neurosphere formation in DMEM/F12 medium (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 2% B-27 supplement (Invitrogen), 1X penicillin and streptomycin (Thermo Fischer Scientific, Waltham, MA, USA), 20 ng/mL EGF and 10 ng/mL bFGF (PeproTech, East Windsor, NJ, USA). Formed neurosphere numbers and cell numbers were counted after 7 days in culture. For the in vitro differentiation, neurospheres were trypsinised and cells were plated on poly-L-lysine (10 µg/mL overnight at room temperature, P5899, Sigma-Aldrich) and then laminin (10 µg/mL, 30 min at 37 °C, L2020, Sigma-Aldrich)-coated flat bottom 96-well plates (CellCarrier 96 Ultra, Cat# 6005550). After 2 days, the differentiation was initiated by changing the neural stem cell medium by differentiation medium: DMEM/F12 (Gibco) supplemented with 1% FSC (Thermo Fischer Scientific), 2% B27 (Invitrogen), 1X penicillin and streptomycin (Thermo Fischer Scientific). Cells were fixed, permeabilized and applied for immunofluorescent staining as described previously [34]. β-Tubulin III (TUJ1) antibody (1:200, Covance, MMS-435P, Princeton, NJ, USA) was used to detect neurons, and GFAP antibody (1:400, Dako, Z0334, Frankfurt am Main, Germany) was used to detect astrocytes.

### 2.5. Histology, TUNEL Reaction and Immunofluorescent Staining

Brains from E14.5 and E18.5 embryos were fixed overnight with 4% paraformaldehyde (PFA) (pH 7.2) and cryopreserved in 30% sucrose overnight. Neg-50 (Thermo Fischer Scientific) frozen section medium was used to embed the brains followed by cryosectioning (Microm™ HM 550 Cryostat, Thermo Fischer Scientific, Waltham, MA, USA) of 12 µm thick slices. After antigen retrieval in citrate buffer for 40 min at 95 °C, immunostaining with the following primary antibodies was performed: rabbit anti-SOX2 (1:200, Abcam, Ab97959); rabbit anti-TBR2/Eomes (1:200, Abcam, Ab23345); rabbit anti-TBR1 (1:200, Abcam, Ab31940); rat anti-CTIP2 (1:200, Abcam, Ab18465); rabbit anti-CUX1/CDP (1:100, Santa Cruz, Sc-13024, Heidelberg, Germany); rabbit anti-A-calbindin D-28k (1:1000, Swant, CB38, Burgdorf, Switzerland); anti-phospho-histone H3 (Ser10) (1:400, Cell Signaling, 9071, Danvers, MA, USA); and anti-Cleaved Caspase-3 (1:200, Cell Signaling, 9661S). Immunoreactivity was visualized using secondary antibodies anti-rabbit IgG conjugated with Cy3 (1:200, Sigma-Aldrich), Cy2 or Cy5 (1:200, Jackson ImmunoResearch), donkey anti-mouse IgG conjugated with Cy3 (1:200; Sigma-Aldrich), goat anti-rabbit Biotin conjugated (1:400, Vector Laboratories, Burlingame, CA, USA) and donkey anti-rat IgG conjugated with Alexa-488 (1:200, Sigma-Aldrich), streptavidin-Cy3 (1:800, Sigma-Aldrich). Overall cell death was detected using TUNEL reaction, as described previously [35]. In all cases, the nuclei were counterstained using DAPI (1:10,000, Sigma-Aldrich) and mounted in ProLong Gold Antifade reagent (P36930, Invitrogen).

### 2.6. Microscopy and Image Analysis

The images of whole brain sections were acquired using BX61VS Olympus Virtual microscope and processed with Olympus Olyvia 2.9 computer program. The immunofluorescence images of the in vitro differentiation of neural stem cells were acquired using the microscope ImageXpress Micro Confocal (short IXMC) from Molecular Device (MD). In each well, a z-stack of seven images with 1 µm distance was recorded using 10× Plan Apo objective with confocal mode (50 µm slit disc) at four sites. For subsequent image analysis, a custom module in the MetaXpress software from MD (version 6.2.3.) was created and applied on maximum projections of each z-stack. Each cell was defined by its nucleus using a mask derived from the DAPI channel. Depending on the intensity within this mask in the other channels, each nucleus was classified as belonging to a neuron, astrocyte or unclassified cell. This led to a summarized number of each cell type in each well.

### 2.7. RNA-Seq and Bioinformatic Analysis

NPCs were isolated from E13.5 embryo brains after crossing *Smg6*^flox^ and Rosa26-CreER^T2^ mice, and kept in neurosphere cultures for 2 days followed by 4-Hydroxytamoxifen (4-OHT, Sigma) treatment to induce the *Smg6* deletion. Total RNA was isolated 6 days after 4-OHT treatment from cells with genotypes *Smg6*^flox/flox^; Rosa26-CreER^T2^ (without 4-OHT) (ctr), *Smg6*^flox/flox^ treated with 4-OHT (ctr + 4-OHT) and *Smg6*^flox/flox^; Rosa26-CreER^T2^ treated with 4-OHT (*Smg6*-iKO)) using the RNeasy Mini Kit (Qiagen) and following the manufacturer’s manual. The RNA integrity was checked using an Agilent Bioanalyzer 2100 (Agilent Technologies). All samples showed a RIN (RNA integrity number) higher than 9. Approximately 800 ng of total RNA was used for library preparation using a TruSeq Stranded Total RNA (RiboZero Gold) according to the manufacturer’s protocol. The libraries were pooled into one and sequenced in three lanes using HiSeq2500 (Illumina) in single-read high-output mode, which created reads with a length of 50 bp. Sequencing reads were extracted using bcl2FastQ v1.8.4. On average, 73 million reads per sample were obtained. For expression analysis, the raw reads were mapped with STAR (version 2.5.4b, parameters: --alignIntronMax 100000--outSJfilterReads --outSAMmultNmax Unique --outFilterMismatchNoverLmax 0.04) [36] to the *Mus musculus* genome (GRCm38) with the Ensembl genome annotation (Release 92). For each Ensembl gene, reads that mapped uniquely to one genomic position were counted with FeatureCounts (version 1.5.0, multi-mapping or multi-overlapping reads were not counted, stranded mode was set to “–s 2”, Ensembl release 92 gene annotation) [37]. The table of raw counts per gene per sample was analysed with R (version 3.5.0) using the package DESeq2 (version 1.20.0) [38]. The sample group *Smg6*-iKO (*n* = 4) was contrasted with the sample group Ctr + 4-OHT (*n* = 4), with *Smg6*-iKO being the reference level. The sample group Ctr (*n* = 3) was also contrasted with the sample group *Smg6*-iKO (*n* = 4) and the Ctr + 4-OHT (*n* = 4). For each gene of the comparison, the *p*-value was calculated using the Wald significance test. Resulting *p*-values were adjusted for multiple testing with Benjamini & Hochberg correction. Genes with an adjusted *p*-value < 0.05 were considered differentially expressed (DEGs). The log2 fold changes (LFCs) were shrunk with lfcShrink to control for variance of LFC estimates for genes with low read counts. The changes in molecular pathways as well as their possible upstream regulators were identified by analyzing abovementioned three pairwise comparisons using Ingenuity Pathway Analysis (IPA) program (Qiagen).

### 2.8. Statistical Analysis

Depending on the distribution of the data points, unpaired two-tailed Student’s *t*-test or Mann–Whitney U (MWU) test were used to calculate significance. Data sets underwent Shapiro–Wilk test for the normal distribution. If the data set passed the Shapiro–Wilk test (*p* value > 0.05), Student’s *t*-test was used, if it did not pass (*p* value < 0.05), Mann–Whitney U test was applied. Statistical analyses were performed using GraphPad Prism 8 (GraphPad Software, San Diego, CA, USA). The type of the test performed is indicated in each figure legend. Indication for significance was used as follows: n.s. > 0.05, * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

## 3. Results

### 3.1. Smg6 Deletion in CNS Compromises Embryonic Neurogenesis and Newborn Viability

In order to understand the biological function of SMG6 specifically in the differentiation program of committed lineage NPCs in the central nervous system (CNS), we generated a conditional knockout mouse model in which *Smg6* was deleted in NPCs from embryonic day E10.5 by intercrossing *Smg6^F/∆^* [13] and *Nestin-Cre* transgenic mice [27] to generate CNS-deleted mice (*Smg6*-CNS∆). We obtained an expected number of *Smg6*-CNS∆ embryos at E14.5 and a slightly reduced number at E18.5 (Figure S1A) according to the Mendelian ratio. However, all *Smg6*-CNS∆ newborns died within 1–2 days after birth (Figure S1B).

To investigate the role of SMG6 in neurogenesis, we first analysed brains at E14.5 and found that an efficient *Smg6* deletion in the CNS (Figure S1C) yielded normal embryo body and brain weight as well as cortex (CTX) thickness (Figure S1D–G). Furthermore, cortical cellularity and populations of SOX2+ neural progenitor cells and TBR2+ intermediate progenitors (IPs), as well as populations of early newborn neurons positive for TBR1 and CTIP2, were the same as in controls at this stage of development (Figure 1A–C). Next, we examined the brains just before birth at E18.5 and found that *Smg6*-CNS∆ fetuses had normal body and brain weights (Figure S1H–J). However, we detected a significantly smaller CTX in E18.5 *Smg6*-CNS∆ brains (Figure 1D), indicating mild microcephaly and defects in embryonic neurogenesis. Concomitantly, the *Smg6*-CNS∆ cortices presented a significant reduction of cortical cellularity at this stage (Figure 1E), likely responsible for the reduction of the CTX.

Mouse CTX contain well defined cellular layers composed of neural precursors in the ventricular and subventricular proliferative zones (VZ and SVZ, respectively), early born neurons in the middle part (layers VI and V) and late born neurons in the upper part of the cortical plate (layers II/III). Next, we histologically analysed the structure of the E18.5 *Smg6*-CNS∆ brains. It revealed that all the neuronal layers in *Smg6*-CNS∆ cortices were formed, but with a significant decrease of SOX2+ NPCs in the VZ and TBR2+ IPs in the SVZ, indicating an exhaustion of NPC pools during the late embryonic brain development (Figure 1F,G). The numbers of early born neurons in layers VI and V positive for TBR1 and CTIP2 were normal, in contrast to a significant reduction of the late born neurons in the layers II/III judged by the CUX1+ population (Figure 1F,G). These findings indicate that SMG6 is dispensable for early cortical neurogenesis, but its deletion prematurely depleted NPC pools and compromised cortical neurogenic production, affecting the cellularity of the CTX during later development.

### 3.2. SMG6 Is Essential for Survival of Neural Cells

In order to investigate the cause for the reduction of NPCs and late born neurons of E18.5 *Smg6*-CNS∆ brains, we analysed cell death by TUNEL and Active-Caspase 3 (Act-Cas3) staining. At both E14.5 and E18.5 stages *Smg6*-CNS∆ brains exhibited a significant increase of TUNEL and Act-Cas3 signals in the areas of CTX and GE (Figure 2A–H and Figure S2A–H). The cell death at E14.5 was mainly found in the proliferative VZ and SVZ areas, where double TBR2 + TUNEL+ staining confirmed the death of IPs (Figure 2A,B). Intriguingly, TUNEL staining in GE (Figure 2C,D) detected clearly higher (Figure 2D versus Figure 2Bi) cell death in GE than in CTX at E14.5 brain sections. At E18.5, TUNEL positive cells in CTX were additionally detected in the intermediate zone (IZ) as well as in the cortical plate (CP) (Figure 2E,F), suggesting neuronal death at a late stage of brain development. However, it stayed at comparable levels to E14.5 (Figure 2Bi versus Figure 2Fi) whereas in GE (Figure 2G,H) we detected less TUNEL signals compared to younger embryos (Figure 2H versus Figure 2D). Immunofluorescence staining for Act-Cas3 confirmed elevated Caspase 3-dependent cell death in the CTX as well as in the GE (Figure S2A–H). Counting of phospho- Histone H3 (Ser10)+ cells did not reveal any difference for the number of mitotic cells in the CTX and GE between mutant and control animals at E14.5 (Figure S3A,B). Interestingly, SMG6 seems to be more crucial for the survival of NPCs of GABAergic interneurons (IN) that are generated in the GE. To confirm this, we stained E14.5 cortices with calbindin, an interneuron marker [39,40,41], and detected significantly less calbindin+ IN in *Smg6*-CNS∆ GE (Figure 2I,J) compared to controls. These observations indicate that at early neurogenesis, SMG6 absence affects the survival of NPCs prominently in the GE, and to a lesser extend in the CTX.

### 3.3. Smg6 Deletion Compromises the Self-Renewal and Differentiation Capacity of Neuroprogenitors

To investigate the renewal capacity of SMG6-deficient NPCs, we performed the in vitro neurosphere formation assay using neural stem cells isolated from the CTX or the GE at E13.5 (Figure S4A). The control and *Smg6*-CNS∆ cortical NPCs formed the same number of neurospheres after 7 days (Figure 3A,Ai), containing a comparable number of cells (Figure 3Aii), indicating a dispensable role of SMG6 in the renewal capacity of cortical NPCs. In contrast, mutant GE NPCs gave rise to a similar number of neurospheres (Figure 3B,Bi), but these neurospheres contained much fewer cells (Figure 3Bii). These results indicate that SMG6 is specifically critical for the renewal capacity of the GE NPCs, but less so for those from the CTX. Concomitantly, the mRNA expression levels of the transcription factors *Dlx1*, *Dlx2* and *Mash1,* known to drive interneuron differentiation [42,43,44,45,46,47], were dramatically reduced in the neurospheres originating from SMG6-deficient GE (Figure 3C). These findings indicate a specific role of SMG6 in interneuron progenitors.

Because SMG6 is essential for ES cell differentiation [13], we next studied the differentiation potential of *Smg6*-deleted neuroprogenitors. To this end, we used neurospheres derived originally from NPCs of the CTX or GE (Figure S4A) and induced their differentiation in vitro. We found significantly less neurons, judged by TUJ1 staining, at 6 and 8 days post differentiation (dpd) of NPCs originated from both the CTX and GE (Figure 3D,G,H,K). The percentage of GFAP-positive cells, representing astrocytes, was modestly but significantly increased in *Smg6* mutant cultures (Figure 3F,J). In addition, we observed overall reduced cellularity at 8 dpd compared to controls. It is of note that the reduction of cell numbers at 8 dpd was more prominent in differentiation cultures from the GE (76%) than in cultures from the CTX (29%) (Figure 3E,I). In summary, SMG6 plays a role in the differentiation program in vitro and is required for the survival of differentiating cells particularly of GE derived NPCs.

### 3.4. SMG6 Deficiency Exclusively in the Cortex Does Not Inhibit Corticogenesis

Nestin-Cre drives deletion of the *Smg6* gene in the whole brain; thus, CTX and GE both are affected in *Smg6*-CNS∆ mice. To further dissect the SMG6 function in different populations of NPCs, we deleted *Smg6* only in the cortical/hippocampal progenitor cells at day E9.5 by crossing *Smg6*-floxed mouse with the Emx1-Cre mouse model (designated as *Smg6*-CoHi∆). Intriguingly, in contrast to *Smg6*-CNS∆ mutants, the *Smg6*-CoHi∆ mice were born at expected ratios (Figure S4B) and were viable during the observation period of 20 months. We confirmed specific deletion of the SMG6 protein in the CTX, but not in other parts of the brain such as the GE and the hind/mid brain (Figure S4F). Notably, the SMG6 levels seem to be reduced less efficiently than in *Smg6*-CNS∆ embryos because the CTX of *Smg6*-CoHi∆ embryos contain a high number of cells, i.e., IN that are not affected by the deletion and thus have normal levels of SMG6. The body and brain weight of *Smg6*-CoHi∆ embryos as well as the CTX were normal at E18.5 (Figure S4C–E and Figure 4A,B). Moreover, the cellularity and thickness of *Smg6*-CoHi∆ cortices were the same as controls (Figure 4C–E). Microscopic analysis of immunofluorescent staining revealed a similar number of TBR1+ and CTIP2+ neurons as well as SOX2+ and TBR2+ neuroprogenitor populations between mutant and control littermates (Figure 4D,F). In contrast to *Smg6*-CNS∆, TUNEL assay did not detect obvious cell death in the CTX (Figure 5A,B) nor in the GE (Figure 5C,D). However, we detected a significant increase of cellular death only in the retrosplenial cortex of E18.5 *Smg6*-CoHi∆ embryos (Figure 5E,F), indicating that SMG6 is vital specifically and only for this small population of cortical cells.

Taken together, using two different neural specific Cre mouse models, we demonstrate that GE NPCs and interneurons are particularly vulnerable to SMG6 loss. We show that cortical NPCs and neurons are affected mainly if *Smg6* is deleted simultaneously in NPCs from both brain parts GE and CTX. We conclude that the defects of cortical neurogenesis in the *Smg6*-CNS∆ model are likely sensitized by *Smg6* deletion in the IN progenitors derived from the GE.

### 3.5. SMG6 Null Mutation Activates DNA Repair and p53 Pathways Causing Cell Cycle Dysregulation

The finding that *Smg6* deletion has a stronger effect on IN progenitors prompted us to investigate the transcriptional programs initiated by the loss of SMG6. 

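Total RNA of NPC cultures from the brains of E13.5 embryos was sequenced in 3 groups after depletion of ribosomal RNA. The Ctr group held *Smg6* flox/flox; Rosa26-CreER T2 cells from 3 embryos without 4-OHT (4-hydroxytamoxifen, which activates the CreER T2 recombinase). The Ctr + 4-OHT group held *Smg6* flox/flox cells without CreER T2 from 4 embryos, treated with 4-OHT. The *Smg6*-iKO group held *Smg6* flox/flox; Rosa26-CreER T2 cells from 4 embryos, treated with 4-OHT. It alone combined CreER T2 with 4-OHT, so effects of the active recombinase itself are not separated from those of *Smg6* loss. The paper's results give 6 days of culture in the presence of 4-OHT, whereas the sample labels give 3 days with 4-OHT, and the methods state that RNA was isolated 6 days after the treatment. Each of the 3 Ctr embryos also gave one *Smg6*-iKO library, so these libraries are paired by animal. No embryo of the Ctr + 4-OHT group gave a second library.
The authors mapped the reads to GRCm38 with STAR and counted, with featureCounts, the reads that mapped to one position and to one Ensembl gene. They deposited these counts per gene without normalization. The counts per library summed to between 26478257 and 31576493 in Ctr (median 29793790, n = 3), to between 26418249 and 31608937 in Ctr + 4-OHT (median 27457480.5, n = 4), and to between 27070019 and 33756875 in *Smg6*-iKO (median 29058382.5, n = 4). Over the 11 libraries the mean was 29.1 M reads counted on genes, whereas the paper's reported average is 73 M reads per sample. All values here use the counted reads. Each comparison was fitted to its own groups with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment. Standard errors are the log2 fold change divided by the square root of the test's F value. Expression per library is given in CPM (counts per M counts, M as in the read totals) after TMM normalization over all libraries.
*Smg6* (ENSMUSG00000038290) lies on chromosome 11 of GRCm38 from 74925823 to 75164448. Its expression was 66.0 ± 4.57 CPM (SD, n = 4) in *Smg6*-iKO, 69.3 ± 3.22 CPM (SD, n = 4) in Ctr + 4-OHT and 74.4 ± 4.96 CPM (SD, n = 3) in Ctr. The log2 fold change of *Smg6*-iKO against Ctr + 4-OHT was -0.059 (standard error 0.066, adjusted p = 0.703 from edgeR's quasi-likelihood test), and the groups overlapped (two-sided exact permutation test, p = 0.343). Against Ctr it was -0.17 (standard error 0.071, adjusted p = 0.148 from edgeR), and with the embryo as a block it was -0.15 (adjusted p = 0.0430 from edgeR). The counts are totals over each gene, so they do not show whether the floxed part of the *Smg6* transcript was lost. *Esr1* (ENSMUSG00000019768, chromosome 10 from 4611593 to 5005614) encodes the estrogen receptor, of which CreER T2 contains a part. Its expression was 4.22 ± 0.371 CPM (SD, n = 4) in *Smg6*-iKO and 4.29 ± 0.324 CPM (SD, n = 3) in Ctr, the groups whose genotype includes CreER T2, and 0.135 ± 0.105 CPM (SD, n = 4) in Ctr + 4-OHT.

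**Figure D1:**
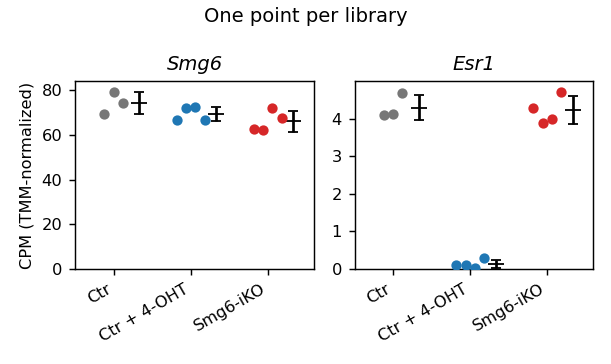
Expression of *Smg6* and *Esr1* in CPM in each library, by group. Points are libraries and the black bars give the mean ± SD. *Smg6* overlaps between the groups, and *Esr1* is near 0 only in Ctr + 4-OHT, with a mean of 0.135 CPM.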

We analysed the total transcriptome profile of SMG6-deficient NPCs isolated from E13.5 *Smg6*-CER (Smg6^flox^ crossed with Rosa26-CreER^T2^) mice brains and cultured for 6 days in the presence of 4-OHT that induces *Smg6* deletion (*Smg6*-iKO). 

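Of the 17558 genes tested between *Smg6*-iKO and Ctr + 4-OHT, 206 had an adjusted p under 0.05 (DEGs), 73 lower and the rest (64.6%) higher in *Smg6*-iKO, while 2930 had an unadjusted p under 0.05. Fits with DESeq2's Wald test moved this number most. They gave 880 DEGs on the same libraries (387 higher, 493 lower) and 1131 on all 11 libraries in one fit (466 higher, 665 lower). The lower DEGs were also in the majority with the correction for gene length (94 higher, 156 lower). DESeq2 on the same libraries gave a p for 36098 genes, without edgeR's filter on low counts but with its own filter before the adjustment. Without its filter edgeR gave 418 DEGs on 36104 genes, so the lack of that filter alone did not give 880. The test of DESeq2 and its own filter are not separated. On the 17558 genes limma-voom gave 195. With each library left out in turn, the number of DEGs lay between 66 and 174.
Between *Smg6*-iKO and Ctr, 1663 of 17974 genes were DEGs, 767 higher and 896 lower in *Smg6*-iKO. For the Ctr and *Smg6*-iKO libraries of one embryo, the deviations from the group means correlated across genes with a mean r of 0.384 (3 pairs), against -0.128 for libraries of different embryos (9 pairs), where genes are not independent replicates. Deviations from a group mean cancel within the group, so the negative value follows from the positive one and is no separate reference. With the embryo as a block, 3854 genes were DEGs, 1843 of them higher. Values with the block rest on these 3 pairs, since the *Smg6*-iKO library without a Ctr library of its embryo does not enter the contrast. Without a block, the number lay between 570 and 2524 with each library left out in turn. The balance of directions moved with the scaling, to 1089 higher and 694 lower with upper-quartile normalization and to 550 higher and 1405 lower with the correction for gene length.
Both comparisons shared 162 DEGs with the same direction, 102 higher and 60 lower in *Smg6*-iKO, and with the block for the comparison with Ctr they shared 185. Neither control combined CreER T2 with 4-OHT, so shared DEGs can reflect the active recombinase as well as *Smg6* loss. With the correction for gene length, 70 of 196 shared DEGs were higher and the rest lower. In 161 of the 162, every *Smg6*-iKO library lay on the same side of every control library. Among these, the largest rise was that of *Zfas1* (ENSMUSG00000074578, chromosome 2 from 167062934 to 167065862), with 361 ± 24.5 CPM (SD, n = 4) in *Smg6*-iKO, 72.3 ± 9.19 CPM (SD, n = 4) in Ctr + 4-OHT and 79.2 ± 5.53 CPM (SD, n = 3) in Ctr. Its log2 fold change against Ctr + 4-OHT was 2.33 (standard error 0.094, adjusted p = 2.02e-06 from edgeR), between 2.25 and 2.40 with each library left out. The largest fall against Ctr + 4-OHT was that of the histone gene *Hist1h2ae* (ENSMUSG00000069272, chromosome 13 from 23570517 to 23571220). It had 17.8 ± 0.518 CPM (SD, n = 4) in *Smg6*-iKO, 27.8 ± 1.78 CPM (SD, n = 4) in Ctr + 4-OHT and 24.6 ± 2.31 CPM (SD, n = 3) in Ctr. Its log2 fold change against Ctr + 4-OHT was -0.63 (standard error 0.066, adjusted p = 0.00191 from edgeR), between -0.65 and -0.59 with each library left out. Against Ctr + 4-OHT, *Epb41l4aos*, *1110038B12Rik*, *2410006H16Rik* and *Snhg12* followed *Zfas1* among the rises, and *Hist1h2bk*, *Hist1h2ad*, *Hist1h2ag* and *Pbk* followed *Hist1h2ae* among the falls. Against Ctr, *Hist1h2ae* fell by less (-0.47) than *Hist1h2ad* (-0.58), *Hist1h2bk* (-0.55) and *Hist1h2ag* (-0.55). Histone genes resemble each other in sequence, and reads that mapped to several of them were not counted.

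**Figure D2:**
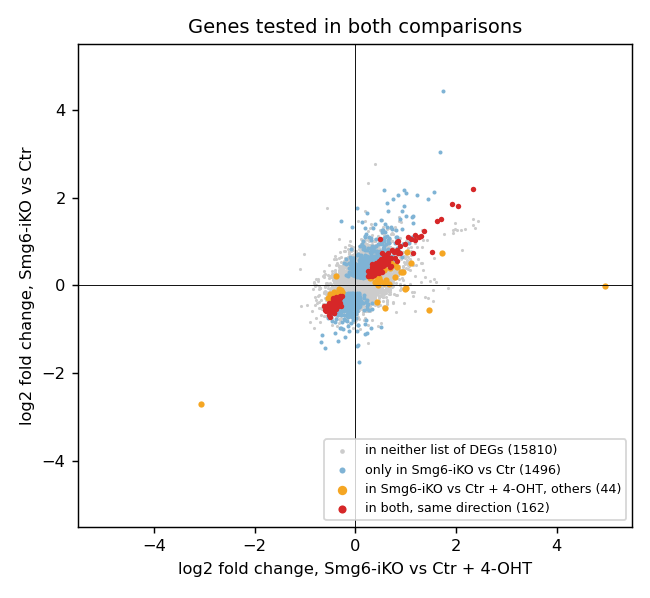
Log2 fold change of *Smg6*-iKO against Ctr + 4-OHT and against Ctr for the 17512 genes tested in both comparisons, one point per gene, coloured by the lists of DEGs that hold it. The 162 genes in both lists with the same direction lie in the quadrants where both values have one sign, 1496 genes are DEGs only against Ctr, and the other 44 DEGs against Ctr + 4-OHT include 2 that are in both lists with opposite direction.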

RNA-seq data comparison of controls (Ctr + 4-OHT) with *Smg6*-iKO cells revealed 859 differentially expressed genes (DEGs) (cutoff adjusted *p* < 0.05), containing 385 upregulated and 474 downregulated DEGs (Figure 6A, Supplementary Table S1). 

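The degradation of transcripts by NMD can be read from genes whose transcripts it removes. *Gas5* (ENSMUSG00000053332, chromosome 1 from 161034422 to 161038539), a non-coding gene that hosts small nucleolar RNAs (snoRNAs) in its introns, had 714 ± 49.4 CPM (SD, n = 4) in *Smg6*-iKO, 298 ± 39.4 CPM (SD, n = 4) in Ctr + 4-OHT and 333 ± 9.74 CPM (SD, n = 3) in Ctr. Its log2 fold change was 1.27 against Ctr + 4-OHT (standard error 0.096, adjusted p = 0.000223 from edgeR) and 1.10 against Ctr (standard error 0.065, adjusted p = 1.22e-05 from edgeR), or 1.12 with the embryo as a block. *Ifrd1* (ENSMUSG00000001627, chromosome 12 from 40201567 to 40248504), a protein-coding gene, had 82.7 ± 4.00 CPM (SD, n = 4) in *Smg6*-iKO, 53.2 ± 2.29 CPM (SD, n = 4) in Ctr + 4-OHT and 49.4 ± 1.87 CPM (SD, n = 3) in Ctr. For *Ifrd1* the log2 fold change was 0.65 against Ctr + 4-OHT (standard error 0.057, adjusted p = 0.000473 from edgeR) and 0.74 against Ctr (standard error 0.061, adjusted p = 0.00012 from edgeR), or 0.72 with the block.
*1110038B12Rik* (ENSMUSG00000092203, chromosome 17), *Snhg6* (ENSMUSG00000098234, chromosome 1), *Snhg12* (ENSMUSG00000086290, chromosome 4), *2410006H16Rik* (ENSMUSG00000086841, chromosome 11), *Pign* (ENSMUSG00000056536, chromosome 1) and *Rps12* (ENSMUSG00000061983, chromosome 10) were also higher in *Smg6*-iKO. Their log2 fold changes lay between 0.70 (*Pign*) and 1.92 (*1110038B12Rik*) against Ctr + 4-OHT, and between 0.44 (*Pign*) and 1.86 (*1110038B12Rik*) against Ctr, or between 0.49 and 1.89 with the block. In all 8 genes, each *Smg6*-iKO library exceeded each library of both control groups (two-sided exact permutation test, p = 0.0286 for each gene and comparison, the smallest p that these group sizes allow). These genes were taken from the paper's list of up-regulated genes, called on the same libraries, so their separation from Ctr + 4-OHT is not independent of that list. With each library left out in turn, the lowest log2 fold change of the 8 genes against Ctr + 4-OHT was 0.62, in *Ifrd1*. Between Ctr + 4-OHT and Ctr, none of the 8 genes was a DEG, *Pign* having a log2 fold change of -0.25 (standard error 0.073, adjusted p = 0.386 from edgeR; two-sided exact permutation test, p = 0.0571).
A set of snoRNA host genes was tested with camera, a competitive gene set test, at an inter-gene correlation of 0.01. Its 16 tested genes had a mean log2 fold change of 0.74 against Ctr + 4-OHT (adjusted p = 8.24e-59 from camera, limma) and 0.66 against Ctr (adjusted p = 1.09e-44 from camera, limma), or 0.67 with the block. These p values rest on the assumed correlation. With the correlation estimated from the data, they were 0.00195 and 0.00228. Of the 16 genes, 13 were higher against Ctr + 4-OHT and 7 of them DEGs, with log2 fold changes from -0.10 to 2.33, and 14 were higher against Ctr and 9 of them DEGs. The set was chosen with the paper's own list of DEGs in view, so it is not independent of that list. The mean of the set was higher in every *Smg6*-iKO library than in every control library (two-sided exact permutation test, p = 0.0286 against either control, 0.0408 and 0.0476 after Benjamini-Hochberg adjustment over 10 sets).

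**Figure D3:**
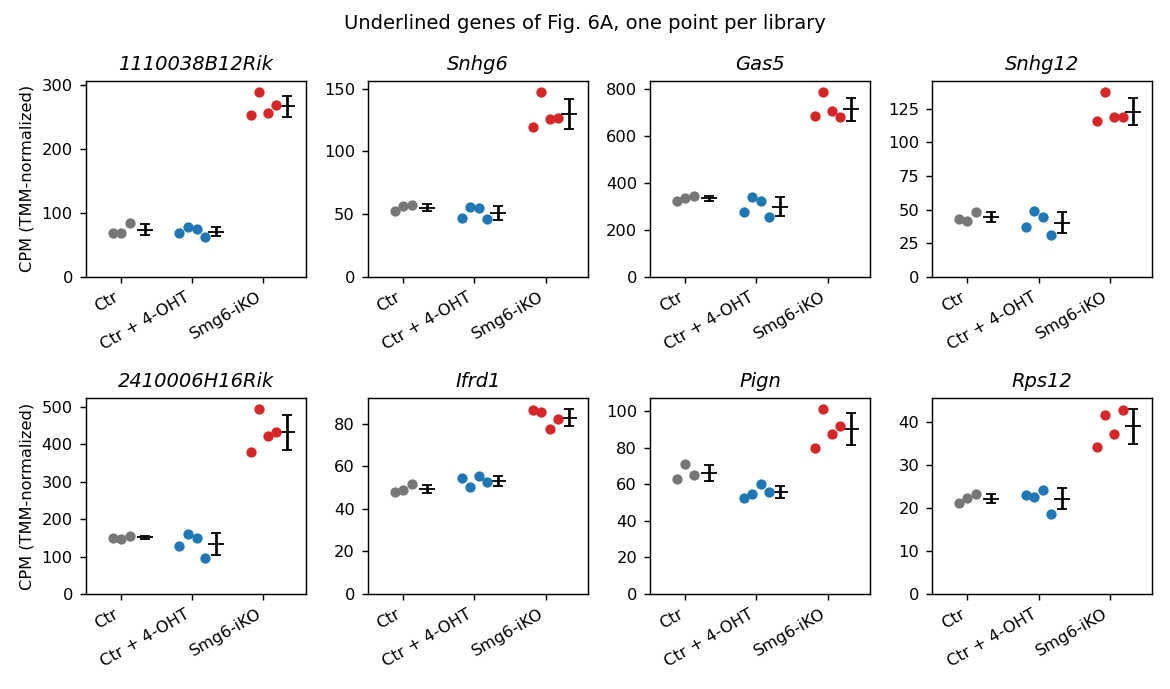
Expression in CPM of *1110038B12Rik*, *Snhg6*, *Gas5*, *Snhg12*, *2410006H16Rik*, *Ifrd1*, *Pign* and *Rps12* in each library, by group. Points are libraries and the black bars give the mean ± SD. In each panel the 4 *Smg6*-iKO libraries lie above all control libraries.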

Confirming its function in NMD, *Smg6* knockout resulted in the presence of the prominent NMD target genes within the upregulated DEGs (underlined in Figure 6A). The analysis using IPA (Ingenuity Pathway Analysis) showed that the majority of the DEGs are involved in DNA repair and cell cycle pathways (Figure 6B). Furthermore, we used the IPA upstream regulator tool to find which possible regulator was upstream, and whether the activation or silencing of it could explain the observed gene expression changes. 

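The gene lists of IPA were not used here, and sets of gene symbols written by hand took their place. The set for DNA replication and repair had a mean log2 fold change of -0.17 over its 87 genes in *Smg6*-iKO against Ctr + 4-OHT, with 72 genes lower (adjusted p = 2.68e-18 from camera, limma). With the inter-gene correlation estimated in place of fixed, the adjusted p was 0.144, the alternative that moved the set tests most, and over all alternatives it lay between 8.95e-28 and 0.144. Against Ctr the mean was -0.15 (adjusted p = 1.34e-09 from camera), or -0.13 with the embryo as a block (adjusted p = 5.55e-08 from camera), and 0.295 was the adjusted p with the correlation estimated.
The set for mitosis and kinetochore, 71 genes, had a mean log2 fold change of -0.29 against Ctr + 4-OHT, with 67 genes lower (adjusted p = 4.36e-36 from camera, 0.0950 with the correlation estimated). Against Ctr it was -0.34 (adjusted p = 2.94e-42 from camera, 0.0492 with the correlation estimated), or -0.31 with the block. Replication-dependent histone genes, 60 of which were tested, had a mean log2 fold change of -0.37 against Ctr + 4-OHT, with 57 genes lower (adjusted p = 2.5e-64 from camera, 0.0237 with the correlation estimated). Against Ctr it was -0.42 (adjusted p = 9.63e-49 from camera, 0.0492 with the correlation estimated), or -0.40 with the block. The histone set was also chosen with the paper's list of DEGs in view.
For each of these sets, the mean log2 CPM was lower in every *Smg6*-iKO library than in every library of either control (two-sided exact permutation test, p = 0.0286, 0.0408 after adjustment over the sets against Ctr + 4-OHT and 0.0476 against Ctr). The mean log2 CPM of the DNA replication and repair set was 5.33 ± 0.042 (SD, n = 4) in *Smg6*-iKO, 5.51 ± 0.089 (SD, n = 4) in Ctr + 4-OHT and 5.48 ± 0.072 (SD, n = 3) in Ctr. Between Ctr + 4-OHT and Ctr, the mean log2 fold changes of the sets were 0.031 for DNA replication and repair, -0.034 for mitosis and kinetochore and -0.046 for histones, with exact permutation p of 0.714, 0.686 and 0.486.

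**Figure D4:**
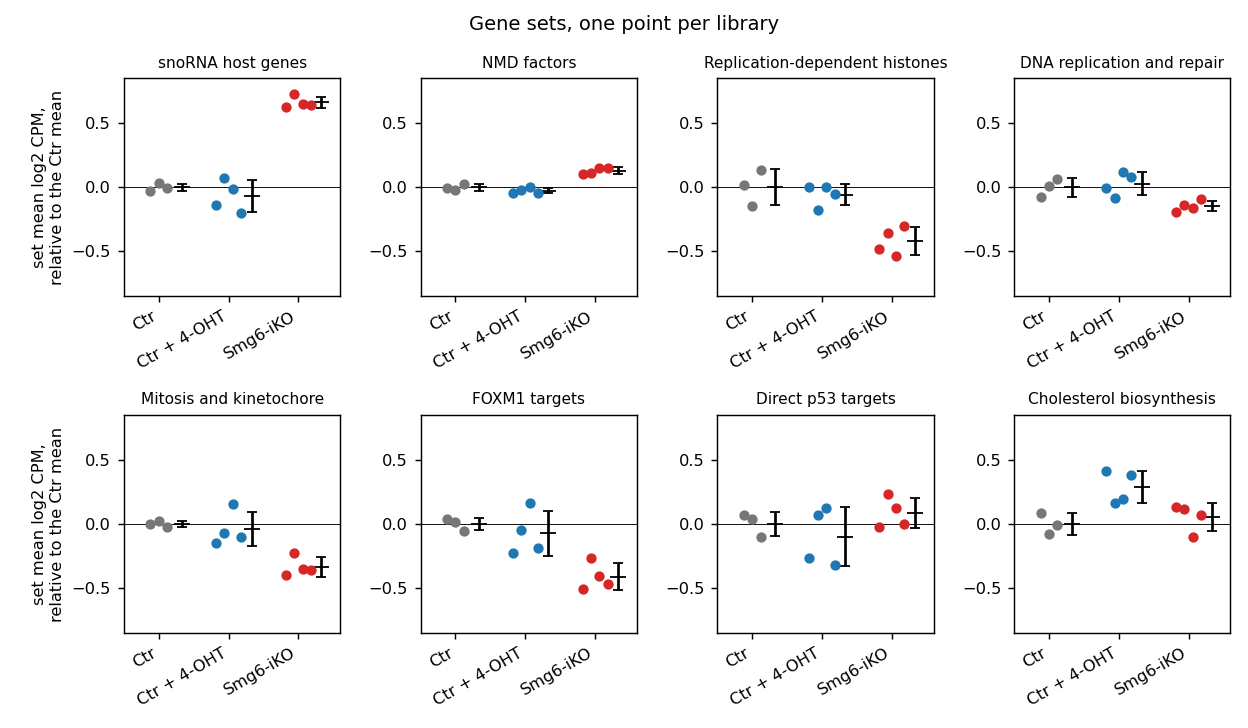
Mean log2 CPM of 8 gene sets in each library, relative to the mean of the Ctr libraries, by group. Points are libraries and the black bars give the mean ± SD. The 4 *Smg6*-iKO libraries lie below all control libraries in the sets for histones, DNA replication and repair, mitosis and kinetochore, and FOXM1 targets, and above them in the set of snoRNA host genes.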

The upstream analysis of all DEGs predicted the activation of *Trp53*, *Cdkn2a* and *Cdkn1a* genes (positive Z-score) that might have caused the detected changes (Figure 6C), indicating activation of DNA repair pathways that would lead to cell cycle arrest and eventually cell death. 

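*Trp53* (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873) had 45.8 ± 4.06 CPM (SD, n = 4) in *Smg6*-iKO, 41.0 ± 6.70 CPM (SD, n = 4) in Ctr + 4-OHT and 43.6 ± 3.00 CPM (SD, n = 3) in Ctr. Its log2 fold change was 0.17 against Ctr + 4-OHT (standard error 0.12, adjusted p = 0.513 from edgeR) and 0.072 against Ctr (standard error 0.079, adjusted p = 0.607 from edgeR), or 0.046 with the embryo as a block (adjusted p = 0.636 from edgeR). *Cdkn2a* (ENSMUSG00000044303, chromosome 4 from 89274471 to 89294653) had 1.54 ± 0.259 CPM (SD, n = 4) in *Smg6*-iKO, 1.08 ± 0.206 CPM (SD, n = 4) in Ctr + 4-OHT and 1.33 ± 0.037 CPM (SD, n = 3) in Ctr. For *Cdkn2a* the log2 fold change was 0.51 against Ctr + 4-OHT (standard error 0.19, adjusted p = 0.210 from edgeR) and 0.21 against Ctr (standard error 0.18, adjusted p = 0.509 from edgeR), or 0.092 with the block (adjusted p = 0.788 from edgeR). *Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29090979 to 29100722) had 198 ± 29.9 CPM (SD, n = 4) in *Smg6*-iKO, 154 ± 48.5 CPM (SD, n = 4) in Ctr + 4-OHT and 193 ± 28.5 CPM (SD, n = 3) in Ctr. In log2 terms the change was 0.37 against Ctr + 4-OHT (standard error 0.20, adjusted p = 0.391 from edgeR) and 0.036 against Ctr (standard error 0.12, adjusted p = 0.885 from edgeR), or 0.098 with the block (adjusted p = 0.157 from edgeR). With the correction for gene length, the value of *Cdkn1a* against Ctr turned to -0.0063. The correction also moved the median log2 fold change of all genes against Ctr, from 0.0055 to -0.031, so this turn is not specific to *Cdkn1a*. Within each embryo that gave libraries to both groups, *Cdkn1a* was higher in *Smg6*-iKO than in Ctr (222 to 235, 192 to 209 and 165 to 175 CPM). In each of the 3 genes *Smg6*-iKO overlapped with either control (two-sided exact permutation test, p from 0.0857 to 0.343 against Ctr + 4-OHT and from 0.343 to 0.857 against Ctr). Against Ctr this test does not use the pairing by embryo.
A set of 52 tested genes that p53 transactivates had a mean log2 fold change of 0.18 against Ctr + 4-OHT, with 40 genes higher and none of them a DEG (adjusted p = 0.000103 from camera, and between 1.25e-09 and 0.417 over the alternatives, each library left out included). The mean log2 CPM of the set did not separate the groups (5.62 ± 0.12 and 5.44 ± 0.23, SD, n = 4 each; two-sided exact permutation test, p = 0.229). In Ctr + 4-OHT against Ctr the set was lower, with a mean log2 fold change of -0.077 and 37 of 52 genes lower (adjusted p = 0.0243 from camera), but the groups overlapped (two-sided exact permutation test, p = 0.514). Against Ctr, the mean log2 fold change of the set was 0.093, with 31 genes higher (adjusted p = 0.192 from camera). With the block it was 0.13 (adjusted p = 0.00473 from camera), and over the alternatives the adjusted p lay between 0.00473 and 0.900. The exact permutation test of the set against Ctr, which does not use the pairing, gave p = 0.343. Within each of the 3 embryos, the mean log2 CPM of the set was higher in *Smg6*-iKO than in Ctr (5.603 to 5.772, 5.574 to 5.664 and 5.432 to 5.537).
From the upstream regulators that IPA predicted for all DEGs, the paper names predicted activation of *Trp53*, *Cdkn2a* and *Cdkn1a* as a possible cause of the changes, and reads it as a sign of active DNA repair pathways, which would end in cell cycle arrest and cell death. The predicted activity scores of IPA were not analysed here.

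**Figure D5:**
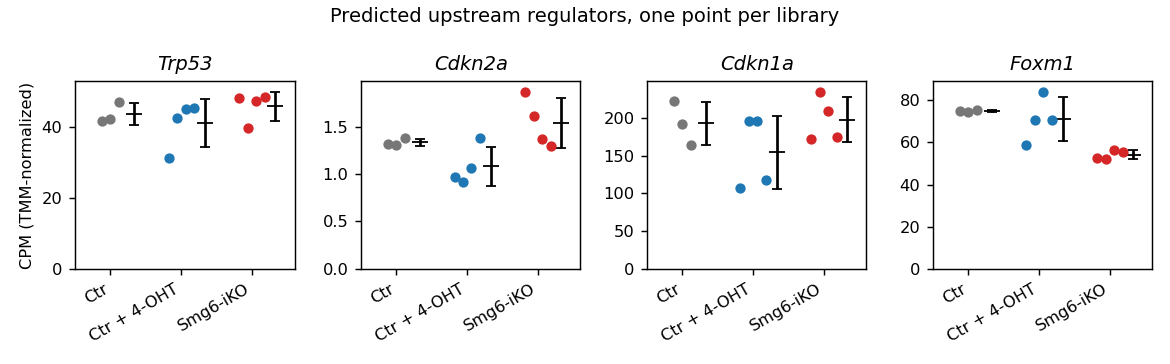
Expression in CPM of *Trp53*, *Cdkn2a*, *Cdkn1a* and *Foxm1* in each library, by group. Points are libraries and the black bars give the mean ± SD. The groups overlap for *Trp53*, *Cdkn2a* and *Cdkn1a*, and the 4 *Smg6*-iKO libraries lie below all control libraries for *Foxm1*.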

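*Foxm1* (ENSMUSG00000001517) lies on chromosome 6 from 128362967 to 128376146 and encodes a transcription factor of the cell cycle. It had 54.2 ± 2.09 CPM (SD, n = 4) in *Smg6*-iKO, 71.0 ± 10.3 CPM (SD, n = 4) in Ctr + 4-OHT and 74.9 ± 0.457 CPM (SD, n = 3) in Ctr. Its log2 fold change against Ctr + 4-OHT was -0.38 (standard error 0.097, adjusted p = 0.0954 from edgeR), between -0.47 and -0.29 with each library left out. Over the other alternatives its adjusted p in this comparison lay between 0.00135 and 0.107, and it was under 0.05 in the fits with DESeq2, without a filter on low counts and with all 11 libraries in one fit. Against Ctr the log2 fold change was -0.47 (standard error 0.055, adjusted p = 0.00158 from edgeR), and with the embryo as a block it was -0.45 (adjusted p = 9.57e-06 from edgeR). Every *Smg6*-iKO library had fewer CPM than every control library (two-sided exact permutation test, p = 0.0286 against either control).
A set of FOXM1 targets, 39 genes, had a mean log2 fold change of -0.34 against Ctr + 4-OHT, with 38 genes lower (adjusted p = 8.69e-30 from camera, 0.0950 with the inter-gene correlation estimated). Against Ctr it was -0.41, with all 39 genes lower (adjusted p = 2.98e-40 from camera, 0.0492 with the correlation estimated), or -0.38 with the block (adjusted p = 2.12e-41 from camera). The mean log2 CPM of the set was 6.06 ± 0.11 (SD, n = 4) in *Smg6*-iKO, 6.39 ± 0.18 (SD, n = 4) in Ctr + 4-OHT and 6.47 ± 0.049 (SD, n = 3) in Ctr, with no overlap between *Smg6*-iKO and either control (two-sided exact permutation test, p = 0.0286). Of the 39 genes, 28 are also in the set for mitosis and kinetochore, so these sets are not independent.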

Interestingly, we found that *FoxM1* is among the top 30 strongest upstream regulators of DEGs, although with a negative Z-score, indicating that an inhibition of the FOXM1 function could also be a reason for the detected expression changes. FOXM1 is known to promote *Dlx1* gene expression [48] and its silencing could cause the down regulation of *Dlx1*, which we observed in neurospheres after *Smg6* deletion (Figure 3C).

## 4. Discussion

A complete deletion of key NMD genes such as *Smg1*, *Upf1* or *Upf2* results in early embryonic lethality, demonstrating an essential function of RNA metabolism/quality control during development [10,11,12]. We previously showed that *Smg6* deletion in ES cells had no impact on their viability but blocked their ability to differentiate into germ layers during mouse development. We concluded that SMG6-mediated NMD is a license factor for the cell fate determination of pluripotent stem cells [13]. Interestingly, in the present study, we show that if *Smg6* is deleted in committed neural stem cells during development at E10.5 (Nestin-Cre) or at E9.5 (Emx1-Cre), these NPCs are viable, can differentiate into various cell types and thus are able to support development of the entire brain. However, later embryonic neurogenesis and thus production of late born neurons is compromised in the Nestin-Cre mediated *Smg6* deletion model. This is in immense difference to the pluripotent ES cells, where the deletion of *Smg6* blocked differentiation through overexpression of the pluripotency gene *c-Myc* [13]. In contrast to ES cells, the overexpression of *c-Myc* during neurogenesis is known rather to support not only the self-renewal but also the neuronal differentiation of the NPCs [49,50].

Nestin-Cre mediated deletion of *Smg6* resulted in defects in both CTX and GE. In the CTX we detected a reduction of the NPC pool in VZ and SVZ and less production of late born neurons at E18.5 (Figure 1F,G), indicating that defects appear rather late in corticogenesis. Interestingly, we found that *Smg6* inactivation affects GE-derived NPCs earlier, i.e., at E14.5, judged by higher cellular death in histology and a decreased self-renewal of IN progenitors in the neurosphere assay compared to results obtained from CTX. Furthermore, we detected a reduced generation of calbindin-positive GABAergic neurons at E14.5, indicating dysregulation of the interneuron production. The striking finding is that Emx1-Cre mediated *Smg6* inactivation exclusively in cortical and hippocampal progenitors (*Smg6*-CoHi∆ mice), which spared IN progenitors, caused no comparable cortical defects. However, Emx1-Cre was reported to be more efficient and mediating stronger cortical defects than Nestin-Cre in other models [34,51,52]. *Smg6*-CoHi∆ mice were viable during the observation period of 20 months. This cell type specificity of SMG6 is supported by in vitro neurosphere assays, where we found that SMG6 null compromises only progenitors from GE but not from CTX. Thus, we conclude that SMG6 plays a less important role in the cortical progenitor renewal and differentiation, but is specifically required for IN neuroprogenitors and their derived cell lineages during brain development. Given these observations and the fact that GE-derived INs migrate tangentially to the CTX and regulate cortical neurogenesis via the GABA release [53,54], it is plausible that *Smg6* deletion caused malfunction of INs, which affected cortical neurogenesis (Figure 7).

The role of SMG6 on interneuron progenitors is reminiscent of a recent study showing that exon-junction complex factor RBM8A is critical for interneuron development [55]. Consistent with the defects of SMG6 deficient interneurons, key transcription factors that control the cell fate of interneuron progenitors were found dysregulated. *Dlx1* and *Dlx2* expression was dramatically reduced in SMG6-deficient neurospheres. DLX1 and DLX2 transcription factors promote or repress the expression of other transcription factors that are responsible for triggering IN differentiation, migration and maturation [42,43,44,45,46,47]. The downregulation of *Dlx1* gene correlates well with the IPA upstream regulator analysis of the RNA-seq data (Figure 6C), which predicted the inactivation of FOXM1, a known positive regulator of *Dlx1* [48]. Remarkably, along the same line to *Smg6*-CNS∆ mice, perinatal lethality has also been reported in mice with *Dlx1*/*2* double knock out (KO) [42,45,56] due to impaired differentiation and migration of GABAergic INs in the neocortex [45]. Disruptions of other genes such as *Gad1*, *Gad2*, *Nkx2.1* and *Sox6,* known to regulate GABAergic neuron development, were also often linked to perinatal lethality [57,58,59,60,61,62]. Unfortunately, the precise reason for the perinatal lethality of the above mentioned and *Smg6*-CNS∆ mice is unclear.

The transcriptional changes in the SMG6-deficient NPCs confirmed the defective NMD by changes in known NMD target transcripts. 

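Transcripts of genes that encode NMD factors were measured in the same libraries. The 9 genes had a mean log2 fold change of 0.17 in *Smg6*-iKO against Ctr + 4-OHT (adjusted p = 0.000278 from camera, limma) and 0.13 against Ctr (adjusted p = 0.0274 from camera), or 0.14 with the embryo as a block (adjusted p = 0.00724 from camera). Against Ctr the adjusted p rose to 0.110 with the inter-gene correlation estimated and to 0.0675 with the correction for gene length. The mean log2 CPM of the set was higher in every *Smg6*-iKO library than in every control library (two-sided exact permutation test, p = 0.0286 against either control). After Benjamini-Hochberg adjustment over 10 sets, that p was 0.0408 against Ctr + 4-OHT and 0.0476 against Ctr. *Smg5* (ENSMUSG00000001415, chromosome 3 from 88336260 to 88362338) had 136 ± 5.08 CPM (SD, n = 4) in *Smg6*-iKO, 110 ± 5.49 CPM (SD, n = 4) in Ctr + 4-OHT and 101 ± 7.12 CPM (SD, n = 3) in Ctr. Its log2 fold change was 0.32 against Ctr + 4-OHT (standard error 0.052, adjusted p = 0.0202 from edgeR) and 0.43 against Ctr (standard error 0.060, adjusted p = 0.00349 from edgeR), or 0.43 with the block. *Smg9* (ENSMUSG00000002210, chromosome 7) was a DEG with log2 fold changes of 0.36 (adjusted p = 0.0363 from edgeR) and 0.28 (adjusted p = 0.0420 from edgeR) in the same order. *Smg1* (ENSMUSG00000030655, chromosome 7) was a DEG against Ctr + 4-OHT (0.30, adjusted p = 0.0358 from edgeR). Against Ctr, *Smg1* was a DEG only with the block (0.15, adjusted p = 0.0346 from edgeR), and without it had 0.18 (adjusted p = 0.0833 from edgeR). *Upf1* (ENSMUSG00000058301, chromosome 8) likewise passed the threshold against Ctr with the block (0.22, adjusted p = 0.0124 from edgeR). Without the block *Upf1* had 0.22 (adjusted p = 0.1725 from edgeR), and against Ctr + 4-OHT 0.24 (adjusted p = 0.220 from edgeR). With each library left out in turn, the adjusted p from edgeR against Ctr + 4-OHT stayed under 0.05 in 3 of 8 fits for *Smg5*, in 1 for *Smg1* and in 0 for *Smg9*, and against Ctr in 7 of 7 for *Smg5* and in 2 for *Smg9*. For *Upf1* the adjusted p against Ctr fell under 0.05 in 1 of these 7 fits, which used no block. *Upf3a* and *Smg8* had log2 fold changes under 0 in both comparisons, from -0.17 to -0.054.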

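The hand-written sets also show how many of their genes passed the threshold in the comparison of *Smg6*-iKO with Ctr + 4-OHT. Of the histone genes 32 were DEGs, all lower in *Smg6*-iKO, and of the mitosis and kinetochore genes 6 were DEGs, all lower. Of the DNA replication and repair genes 3 DEGs were lower and 2 higher. In the comparison with Ctr, 47 histone genes and 52 mitosis and kinetochore genes were DEGs and lower, and of the DNA replication and repair genes 26 were lower and 3 higher. Of the p53 targets 5 were higher and 2 lower in that comparison.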

The majority of the top 30 dysregulated pathways belong to DNA repair, cell cycle and p53 related pathways, which can be modulated also by the NMD [63,64,65,66].

Since the transcriptome and thus the expression of NMD targets highly depends on the cell type, it is plausible that deletion of *Smg6* may have cell type-dependent consequences in cell fate. In this regard, the conditional knock-out of *Upf2* in the adult hematopoietic system preferentially compromised the viability of hematopoietic stem cells and progenitors, but not that of terminally differentiated T cells [11]. In addition, the *Upf2* null mutation did not affect the proliferation of fetal hepatocytes, but compromised their maturation process [67]. Furthermore, UPF3B was demonstrated to be very important for a subset of olfactory sensory neurons [68]. Taking these studies together, SMG6, or in general NMD, regulates cell fate programs highly depending on the cell type and developmental stage.

In conclusion, although SMG6 is essential for the differentiation of pluripotent ES cells, it is less important for the differentiation of committed cortical NPCs. Using various mouse models, we demonstrate that SMG6, as a general endonuclease of NMD for aberrant RNA, plays distinct roles in different cell types: CTX versus GE neuroprogenitor cells (Figure 7) versus ES cells. These genetic results allow predicting that the importance of NMD varies dramatically, depending on the transcriptional program of a specific cell type.

## Figures and Tables

**Figure 1:**
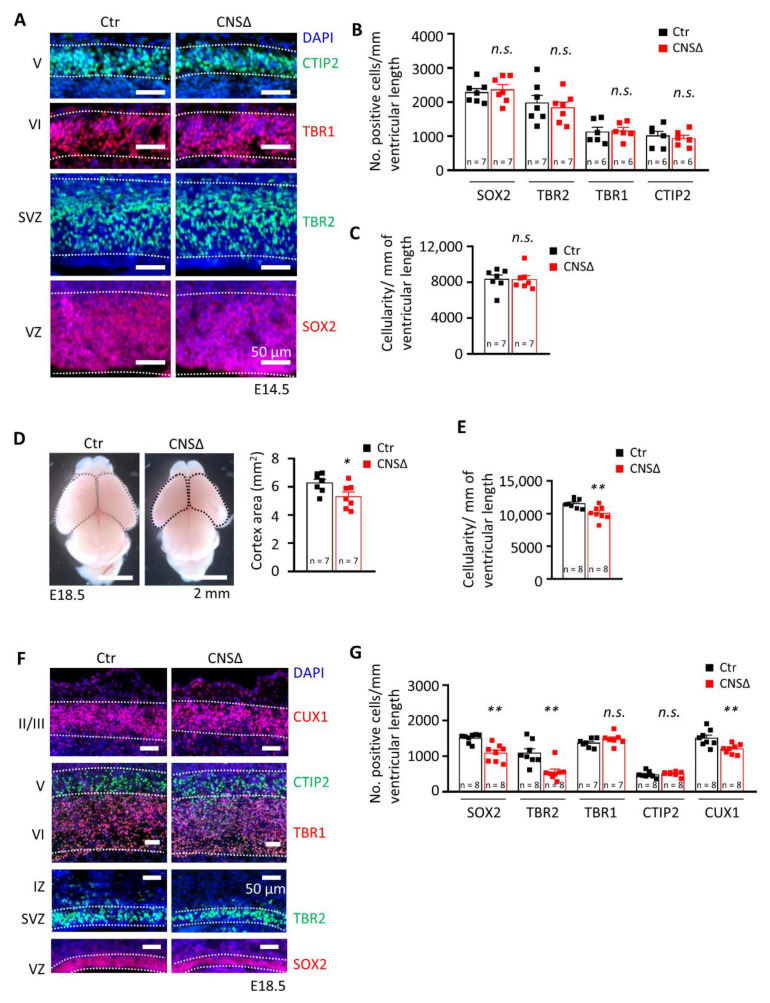
SMG6 deficiency in the central nervous system causes perinatal lethality. (**A**) Representative immunofluorescent staining of E14.5 cortices, coronal sections. SOX2 and TBR2 stained the progenitors of the VZ and SVZ, respectively. TBR1 and CTIP2 stained the early born neurons of layers VI and V, respectively. DAPI was used to stain the cell nucleus. VZ: ventricular zone, SVZ: subventricular zone. (**B**) Quantification of the neuroprogenitor cells (SOX2 and TBR2) and neurons (TBR1 and CTIP2) in E14.5 cortices in A, Student’s *t*-test was applied for all markers. (**C**) Quantification of the total cellularity in the E14.5 cortices, Student’s *t*-test. (**D**) Smaller CTX area of the E18.5 *Smg6*-CNS∆ brains, Student’s *t*-test. (**E**) Quantification of the total cellularity in the E18.5 cortices, Student’s *t*-test. (**F**) Immunofluorescent staining of E18.5 coronal sections showing only cortical region. SOX2 and TBR2 labels NPCs and intermediate progenitor cells in the VZ and SVZ, respectively. TBR1 and CTIP2 stained the early born neurons in layers VI and V. CUX1 stained the later born neurons in layers IV, III and II. DAPI was used to counterstain the cell nucleus. VZ: ventricular zone, SVZ: subventricular zone. (**G**) Quantification of the NPC cells (SOX2 and TBR2) and neurons (TBR1, CTIP2 and CUX1) in E18.5 cortices shown in D (MWU test for SOX2 and TBR2, Student’s *t*-test for the rest). For all graphs: *n*—number of embryos analysed. Error bars represent SEM, statistic comparison as indicated in each graph description—n.s. > 0.05, * *p* < 0.05, ** *p*< 0.01.

**Figure 2:**
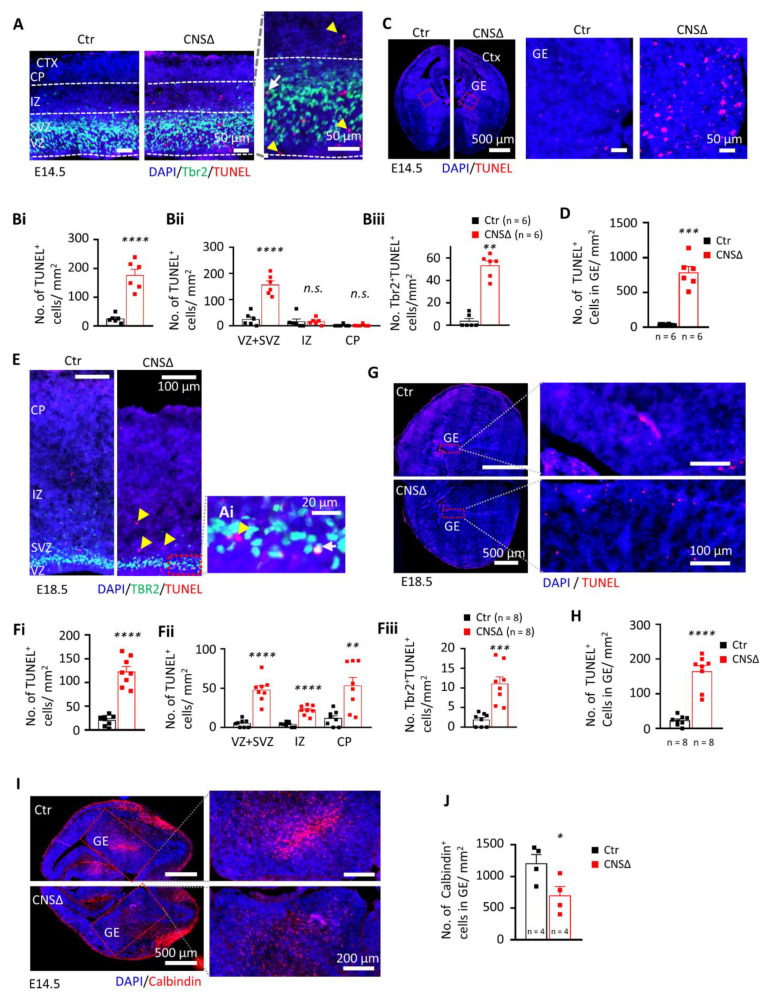
SMG6 deficiency causing death of neuronal cells. (**A**) Co-staining of dying cells using TUNEL and intermediate progenitors by labelling TBR2 on coronal sections of E14.5 embryo brains counterstained by DAPI for cell nucleus. Yellow head arrow marks TUNEL-positive cells, white arrow—TUNEL- and TBR2-positive cells. Quantification of the total TUNEL-positive cells (**Bi**) their distribution in different cortical layers (**Bii**) and dying TBR2-positive (TUNEL^+^TBR2^+^) cells (**Biii**) at E14.5 indicate neural cell death mainly in area of progenitors. Statistics MWU for IZ and CP in Bii and Biii, Welch *t*-test in Bi and Student’s *t*-test for the rest. (**C**) TUNEL staining of GE at E14.5 with quantification respectively in (**D**) using Student’s *t*-test. (**E**) Co-staining of dying cells using TUNEL and intermediate progenitors by TBR2 on coronal sections of E18.5 embryo brains counterstained by DAPI for cell nucleus. Yellow head arrow marks TUNEL-positive cells, white arrow—TUNEL- and TBR2-positive cells. Quantification performed in the same manner at E14.5 (**Fi**–**Fiii**) shows increased cell death in all cortical layers. Statistics by Student’s *t*-test. (**G**) TUNEL staining of GE at E18.5 quantified in (**H**) using Welch *t*-test. (**I**) Immuno-fluorescent staining and quantification (**J**) of calbindin-positive cells in coronal sections of E14.5 embryo brains. DAPI counterstains the cell nucleus. Statistics by Student’s *t*-test. For all graphs: VZ—ventricular zone; SVZ—subventricular zone; IZ—Intermediate zone; CP—cortical plate; *n*—number of embryos analysed. Error bars represent SEM. Significance—n.s. > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p*< 0.0001.

**Figure 3:**
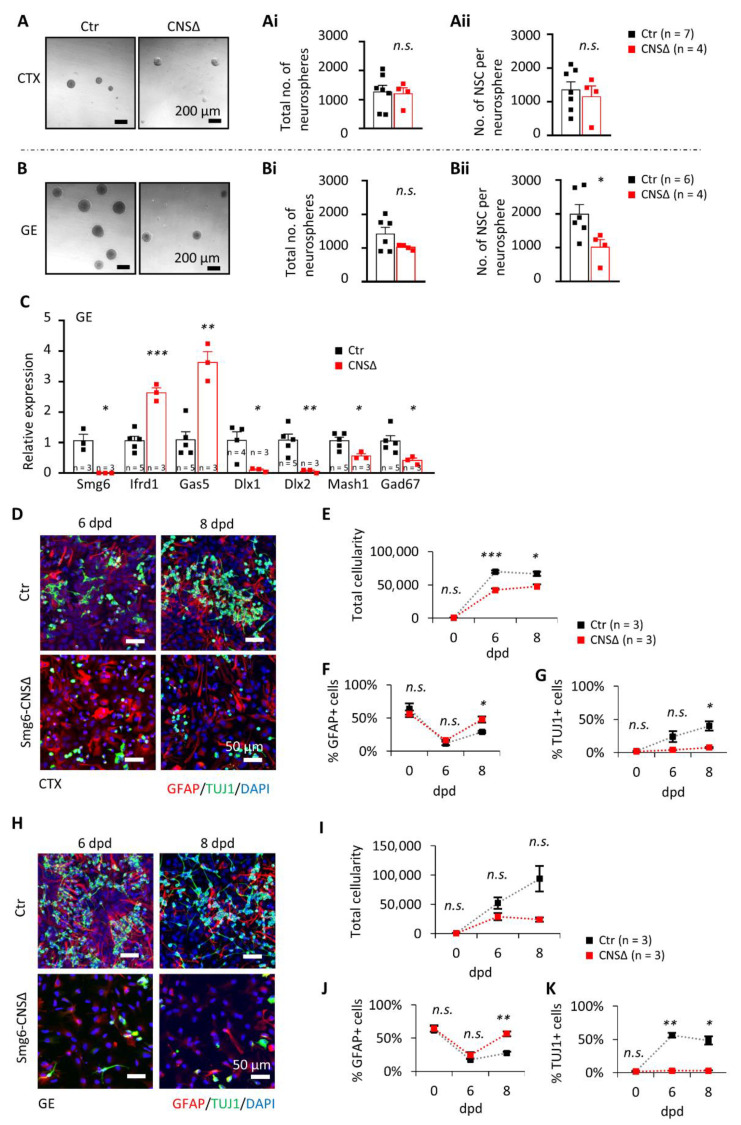
Neuroprogenitor renewal and differentiation are impaired without SMG6, especially in the NPCs from GE. (**A**) In vitro neurosphere assay on NPCs from CTX shows no significant difference in the number of neurospheres (**Ai**) as well as in the cell number per neurosphere (**Aii**) after 7 days in culture. The numbers of neurospheres formed from GE cells (**B**) also did not differ (**Bi**), but had fewer cells per neurosphere (**Bii**). (**C**) qPCR analysis on GE neurospheres shows relative expression changes of indicated gene mRNAs after *Smg6* deletion. (**D**–**G**) Differentiation capacity of progenitors from CTX and (**H**–**K**) GE at 6 and 8 days after differentiation induction (dpd). (**D**,**H**) Co-stainings of in vitro differentiated cultures from CTX and GE, respectively, at the indicated time points with quantifications of total cellularity in (**E**,**I**), GFAP-positive cells (**E**,**J**) and neurons labelled with TUJ1 staining (**G**,**K**). For all graphs: *n*—number of embryos used for cell isolations. Error bars represent SEM. Statistics by unpaired Student’s *t*-test in (**A**–**C**) and Welch *t*-test in (**E**–**G**,**I**–**K**) significance—n.s. > 0.05, * *p*< 0.05, ** *p*< 0.01, *** *p*< 0.001.

**Figure 4:**
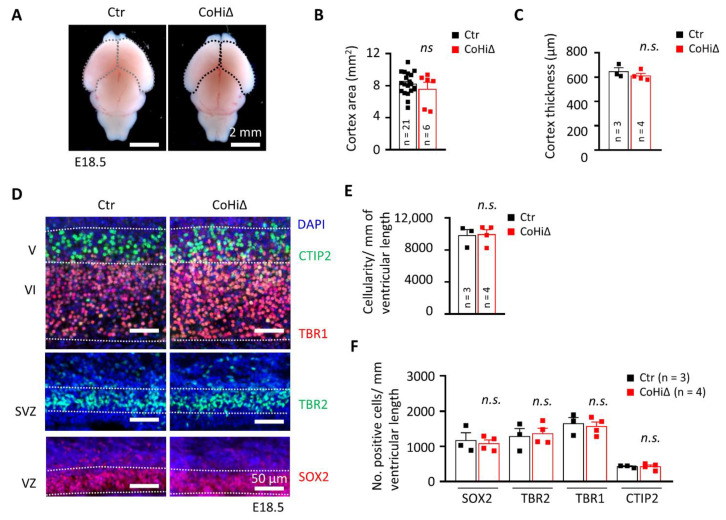
SMG6 deficiency solely in cortical and hippocampal neuroprogenitors does not inhibit corticogenesis. (**A**) Comparison of the E18.5 brains and quantification of the CTX area (**B**). (**C**) Quantification of the CTX thickness. (**D**) Immunofluorescent staining of E18.5 coronal sections showing only cortical regions. SOX2 and TBR2 labels NPCs and intermediate progenitors in the VZ and SVZ, respectively. TBR1 and CTIP2 stains early born neurons in layers VI and V. DAPI counterstains the cell nucleus. VZ: ventricular zone, SVZ: subventricular zone. (**E**) Quantification of the total cellularity in the E18.5 cortices. (**F**) Quantification of the neuroprogenitor cells (SOX2 and TBR2) and neurons (TBR1 and CTIP2) in E18.5 cortices shown in D. For all graphs: *n*—number of embryos analysed. Error bars represent SEM. Statistics by unpaired Student’s *t*-test, except in (**B**) the MWU was used, significance—n.s. > 0.05.

**Figure 5:**
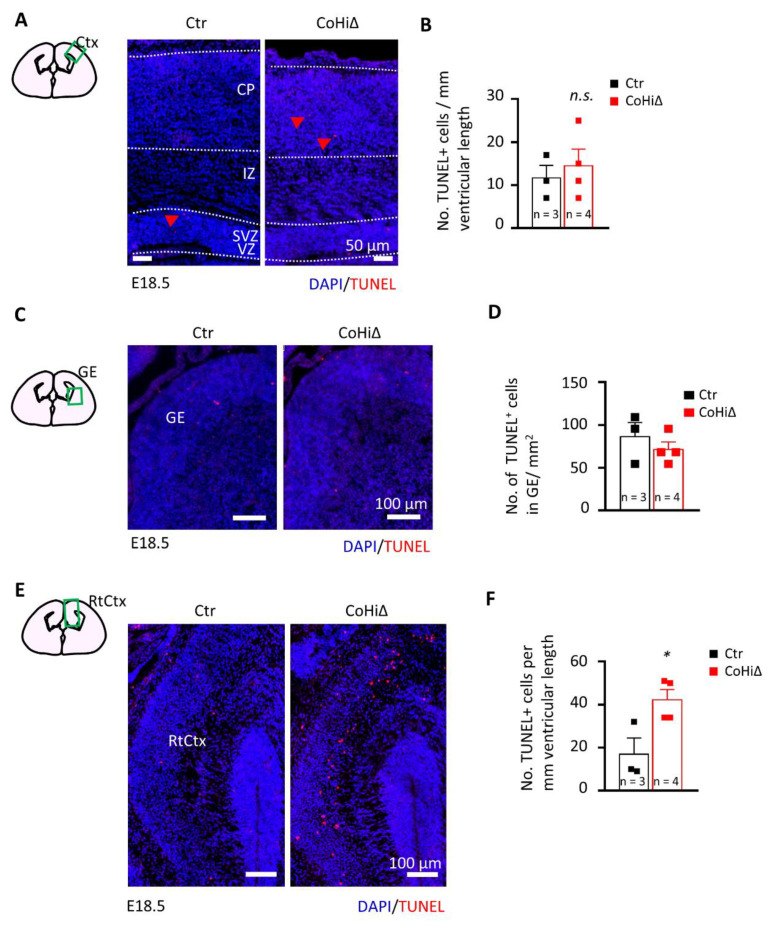
SMG6 deficiency in cortical and hippocampal neuroprogenitors cause neuronal cell death in the retrosplenial cortex. TUNEL staining comparison of E18.5 brain sections in CTX (**A**), GE (**C**) and retrosplenial cortex (RtCtx) (**D**). (**B**,**E**,**F**) Quantifications of total TUNEL positive cells in the respective brain parts. For all graphs: *n*—number of embryos analysed. Error bars represent SEM. Statistics by unpaired Student’s *t*-test, except in (**F**) where the MWU was used, significance—n.s. > 0.05, * *p*< 0.05.

**Figure 6:**
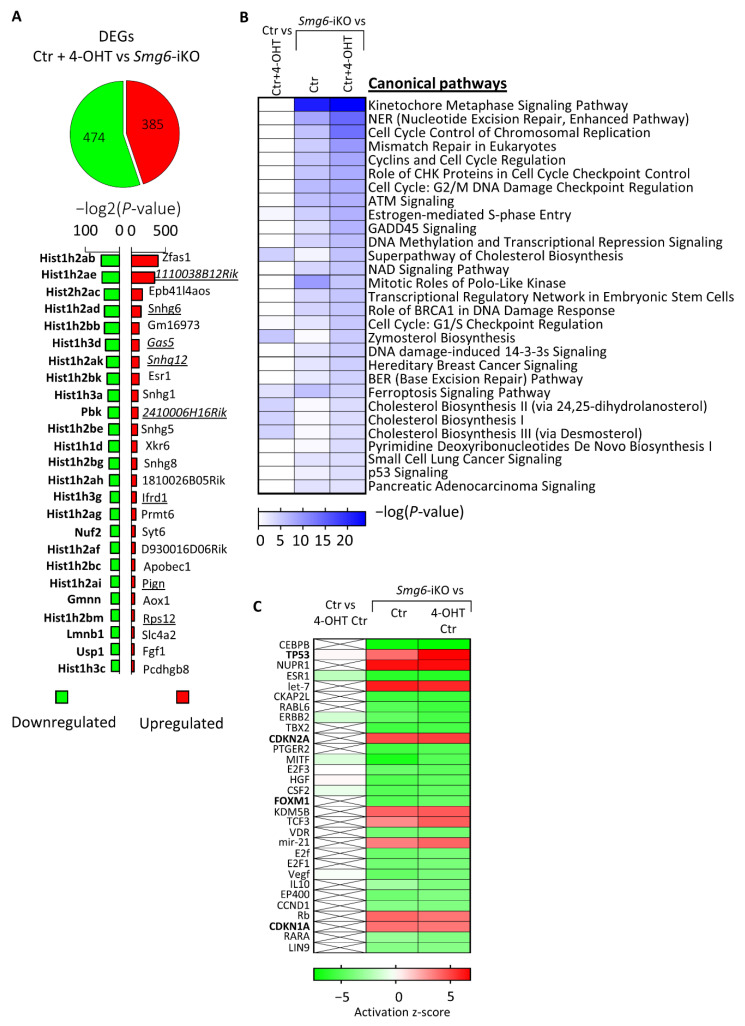
RNAseq analysis of neuroprogenitors after 4-OHT induced deletion of *Smg6*. (**A**) Total amount of identified differentially expressed genes (DEGs) with the 25 strongest up- and down-regulated genes. (**B**) Top 30 altered molecular pathways identified using IPA software. Control comparison of control cells treated and not treated with 4-OHT is shown in the left column. (**C**) Top 30 predicted upstream regulators of the detected changes in the transcriptome. Control comparison of control cells treated and not treated with 4-OHT is shown in the left column. For Ctr condition cells from 3 embryos and for each of Ctr + 4OHT and *Smg6*-iKO conditions cells from four embryos were used. DEGs for analysis by IPA were defined by adjusted *p*-value ≤ 0.05 and log2FoldChange ≤ −0.2 and ≥0.2.

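Between Ctr + 4-OHT and Ctr, 39 of 17665 genes were DEGs, 7 higher and 32 lower in Ctr + 4-OHT, while 1462 genes had an unadjusted p under 0.05. The number lay between 5 and 54 with each library left out in turn, and DESeq2's Wald test with all libraries in one fit gave 238. These groups differ in the CreER T2 genotype as well as in 4-OHT, and no embryo is in both, so the effects of genotype and drug are not separated. *Esr1* was the gene named here with the largest change, with a log2 fold change of -4.96 (standard error 0.34, adjusted p = 0.000587 from edgeR). A set of 25 genes of cholesterol biosynthesis had a mean log2 fold change of 0.29, with all 25 genes higher in Ctr + 4-OHT and none a DEG (adjusted p = 2.38e-21 from camera, and between 3.93e-27 and 0.447 over the alternatives). The mean log2 CPM of that set was 6.61 ± 0.13 (SD, n = 4) in Ctr + 4-OHT and 6.33 ± 0.083 (SD, n = 3) in Ctr (two-sided exact permutation test, p = 0.0571). Of the 25 up- and 25 down-regulated genes of Figure 6A, only *Esr1* was a DEG in this comparison, and it was lower in Ctr + 4-OHT.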

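With the added limit of an absolute log2 fold change of at least 0.2, all 206 DEGs of *Smg6*-iKO against Ctr + 4-OHT and all 39 of Ctr + 4-OHT against Ctr were kept. Of the DEGs of *Smg6*-iKO against Ctr, 1633 were kept, 762 higher and 871 lower. In the paper's Supplementary Table S1, 787 of the 859 listed genes have an absolute log2 fold change of at least 0.2.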

**Figure 7:**
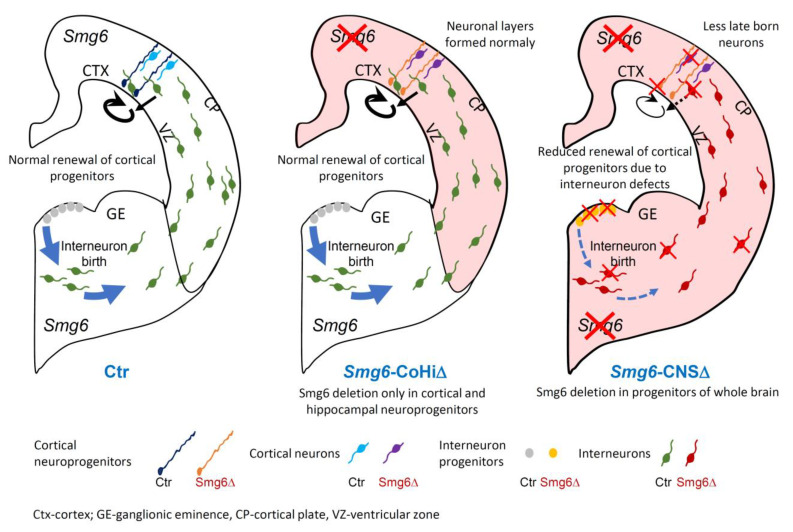
The role of SMG6 in embryonic neurogenesis. *Smg6* deletion in cortical and hippocampal NPCs (*Smg6*-CoHi∆) does not inhibit corticogenesis. However, if SMG6 is absent in the whole nervous system (*Smg6*-CNS∆) it causes cell death and also renewal defects of GE neural stem cells leading to defective interneurons tangentially migrating to the CTX. Consequently, the self-renewal of cortical NPCs and the production of late born neurons are impaired possibly because of environmental changes caused by defects in interneurons.

**Table 1:** Primers used for qPCR analysis.

Transcript	Primer Sequence (5′ to 3′)	Reference
*Smg6*	AGGAATTGGACAGCCAACAG	Li et al., 2015 [13]
	TCTCGGTTTTATCCGGTTTG	
*Gas5*	TTTCCGGTCCTTCATTCTGA	Weischenfeldt et al., 2008 [11]
	TCTTCTATTTGAGCCTCCATCCA	
*Ifrd1*	ATCGGACTGTTCAACCTTTCAG	Park et al., 2017 [30]
	GCACTCTTATCAAGGGTTAGGTC	
*Gad67*	CACAGGTCACCCTCGATTTTT	MGH primerbank [31]
	ACCATCCAACGATCTCTCTCATC	
*Dlx1*	GGCTGTGTTTATGGAGTTTGGG	Wang et al., 2016 [32]
	CCTGGGTTTACGGATCTTTTTC	
*Dlx2*	GTGGCTGATATGCACTCGACC	MGH primerbank [31]
	GCTGGTTGGTGTAGTAGCTGC	
*Mash1*	TCTCCTGGGAATGGACTTTG	Kraus et al., 2013 [33]
	GGTTGGCTGTCTGGTTTGTT	
*Actin*	AGAGGGAAATCGTGCGTGAC	Li et al., 2015 [13]
	CAATAGTGATGACCTGGCCGT	
*Gapdh*	GTGTTCCTACCCCCAATGTGT	Li et al., 2015 [13]
	ATTGTCATACCAGGAAATGAGCTT	

## Data Availability

The RNAseq dataset presented in this study is available on GEO (GSE186964, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186964, accessed on 26 November 2021) and other datasets upon request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10123365/s1, Supplementary Figure S1: Smg6 deletion in all neuroprogenitors; Figure S2: Smg6 deletion in the central nervous system cause Caspase3 dependent cell death in the cortex and ganglionic eminence; Figure S3: Proliferation of neuroprogenitors in the cortex and ganglionic eminence of E14.5 brains of indicated genotypes; Figure S4: Smg6 deletion only in cortex and hippocampus does not affect embryo development. Supplementary Table S1: The list of identified DEGs.

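All 859 genes of the paper's list were tested in *Smg6*-iKO against Ctr + 4-OHT, and all 859 had the listed direction. Of these, 205 had an adjusted p under 0.05, the median adjusted p of the list was 0.0850 and the largest was 0.235, from edgeR over all genes tested. Adjusted over the list alone, all 859 had a p under 0.05, which shows no stability since the list holds the paper's calls on the same libraries. DESeq2's Wald test called 850 of the genes. Against Ctr, 818 genes had the listed direction and 466 were DEGs with it, while 4 were DEGs in the other direction. This is not independent of the list, which was called with the same *Smg6*-iKO libraries. In Ctr + 4-OHT against Ctr, 279 of the 859 genes had the listed direction, with 1 DEG in it and 9 in the other. The Ctr + 4-OHT libraries also entered the paper's list, so their deviations, by chance or not, enter both. Of the 25 up-regulated genes of Figure 6A, 24 were higher against Ctr and 22 of them DEGs (24 with the embryo as a block), the exception being *Esr1*. All 25 down-regulated genes of the figure were lower against Ctr, 24 of them DEGs (25 with the block). The list holds 46 histone genes, all lower in *Smg6*-iKO.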

# Supplementary material for: Cell Type-Specific Role of RNA Nuclease SMG6 in Neurogenesis
**Source:** Cells. 2021 Nov 30;10(12):3365. doi: 10.3390/cells10123365
**Supplement:** Supplementary file 1

# Supplementary Figures S1-S4

Guerra et al.

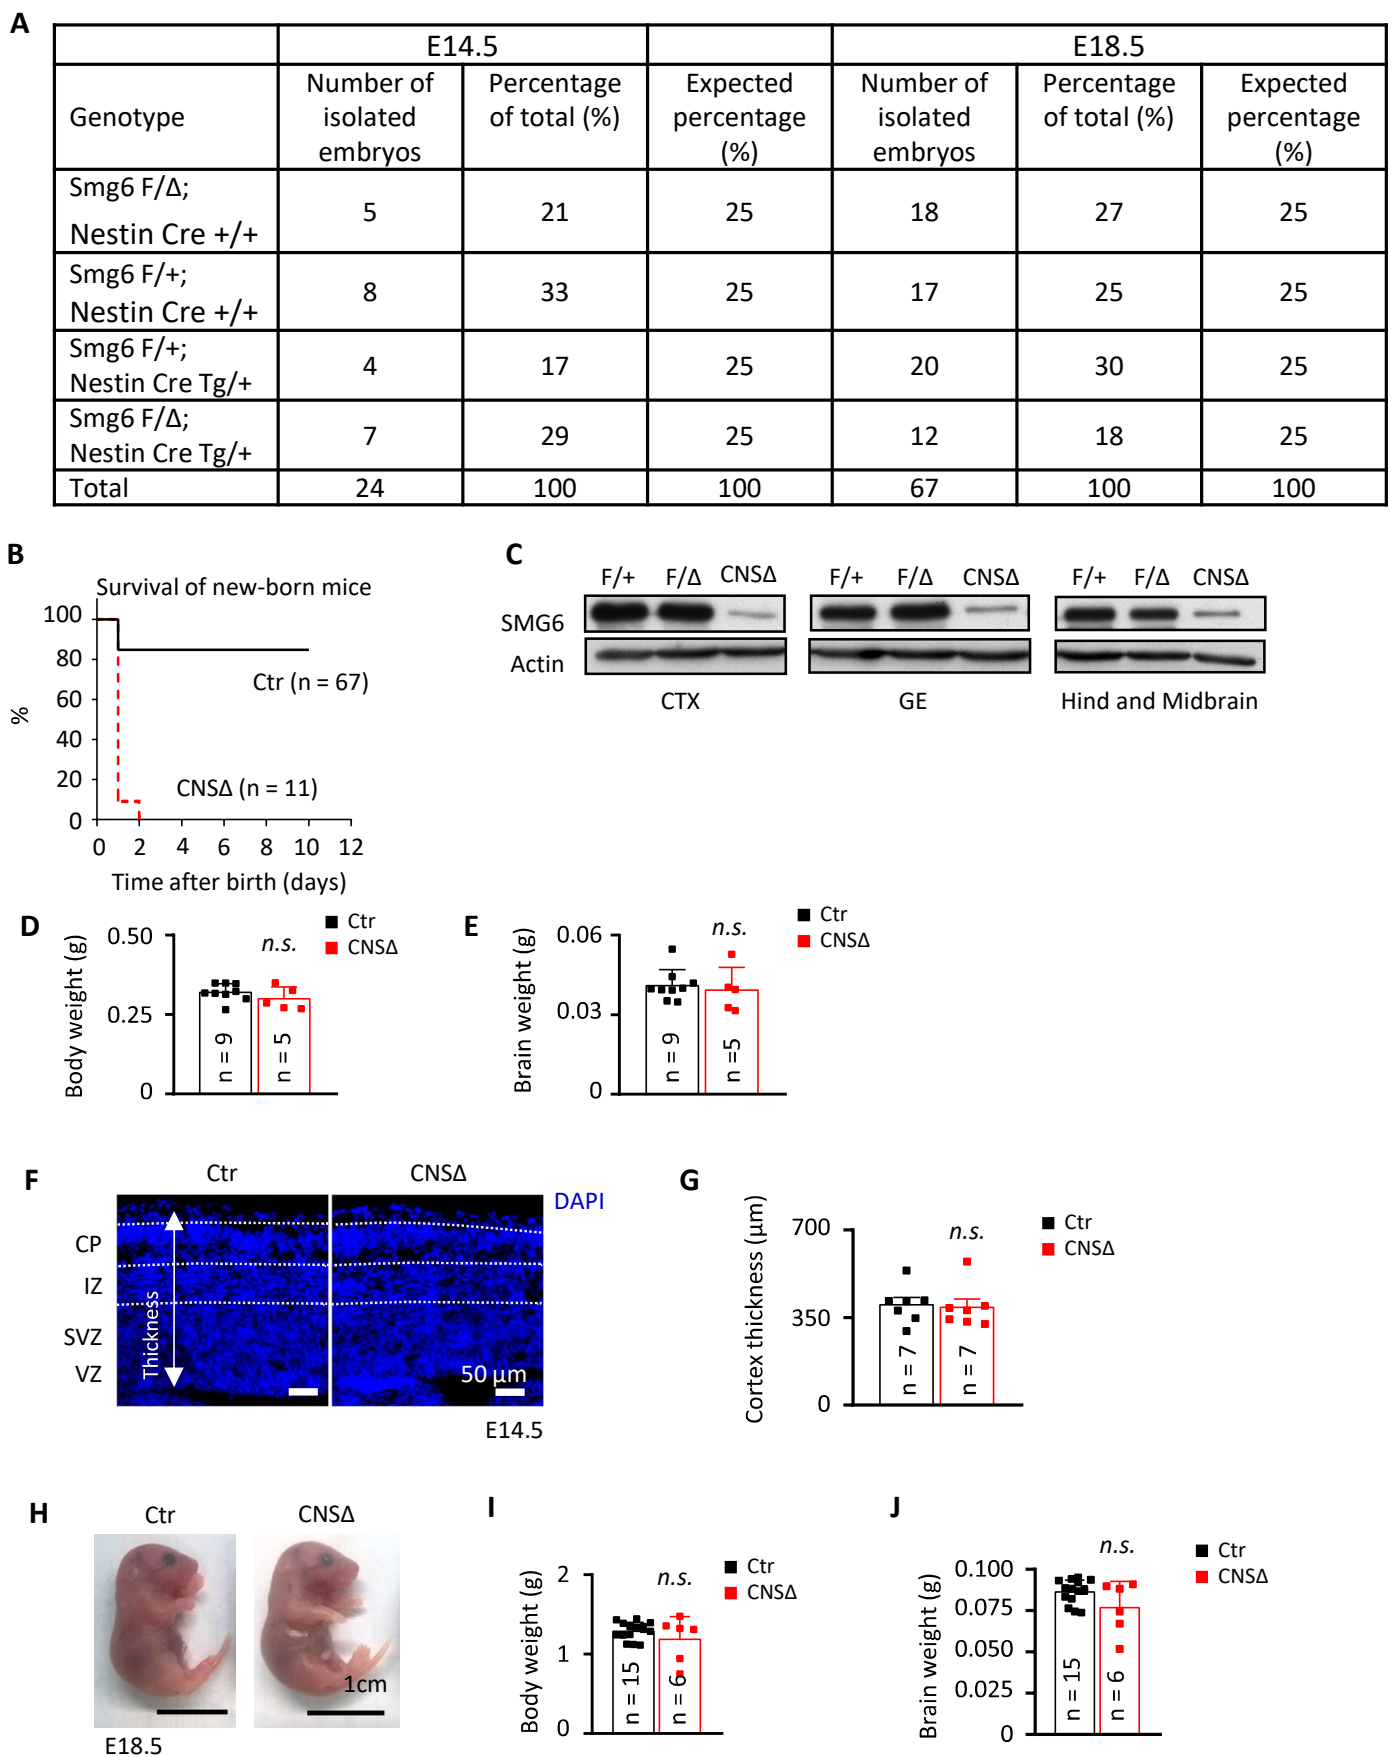

**Figure S1. *Smg6* deletion in all neuroprogenitors.** (A) Comparison of obtained and expected Mendelian ratios of E14.5 and E18.5 embryo genotypes from breeding *Smg6*<sup>flx/flx</sup> X *Smg6*<sup>-/+</sup>;Nes-Cre<sup>tg</sup>. (B) Survival of the *Smg6*-CNSΔ newborn mice in comparison to the controls (n: number of newborn mice per group). (C) Western blot analysis of SMG6 expression levels in CTX, GE and hind/midbrain at E18.5. Actin was used as a loading control. Quantifications of E14.5 embryo body (D) and brain weights (E). (F) Comparison of DAPI stained CTX at E14.5, arrow indicates measurement of thickness quantified in (G). Images and quantifications of the embryo body (H,I) and brain weights (J) at E18.5. For all graphs: n - number of embryos analysed. Error bars represent SEM. Statistics by unpaired Student's *t*-test, except in E and G where the MWU was used, significance - n.s. > 0.05. VZ: ventricular zone, SVZ: subventricular zone, MZ: marginal zone.

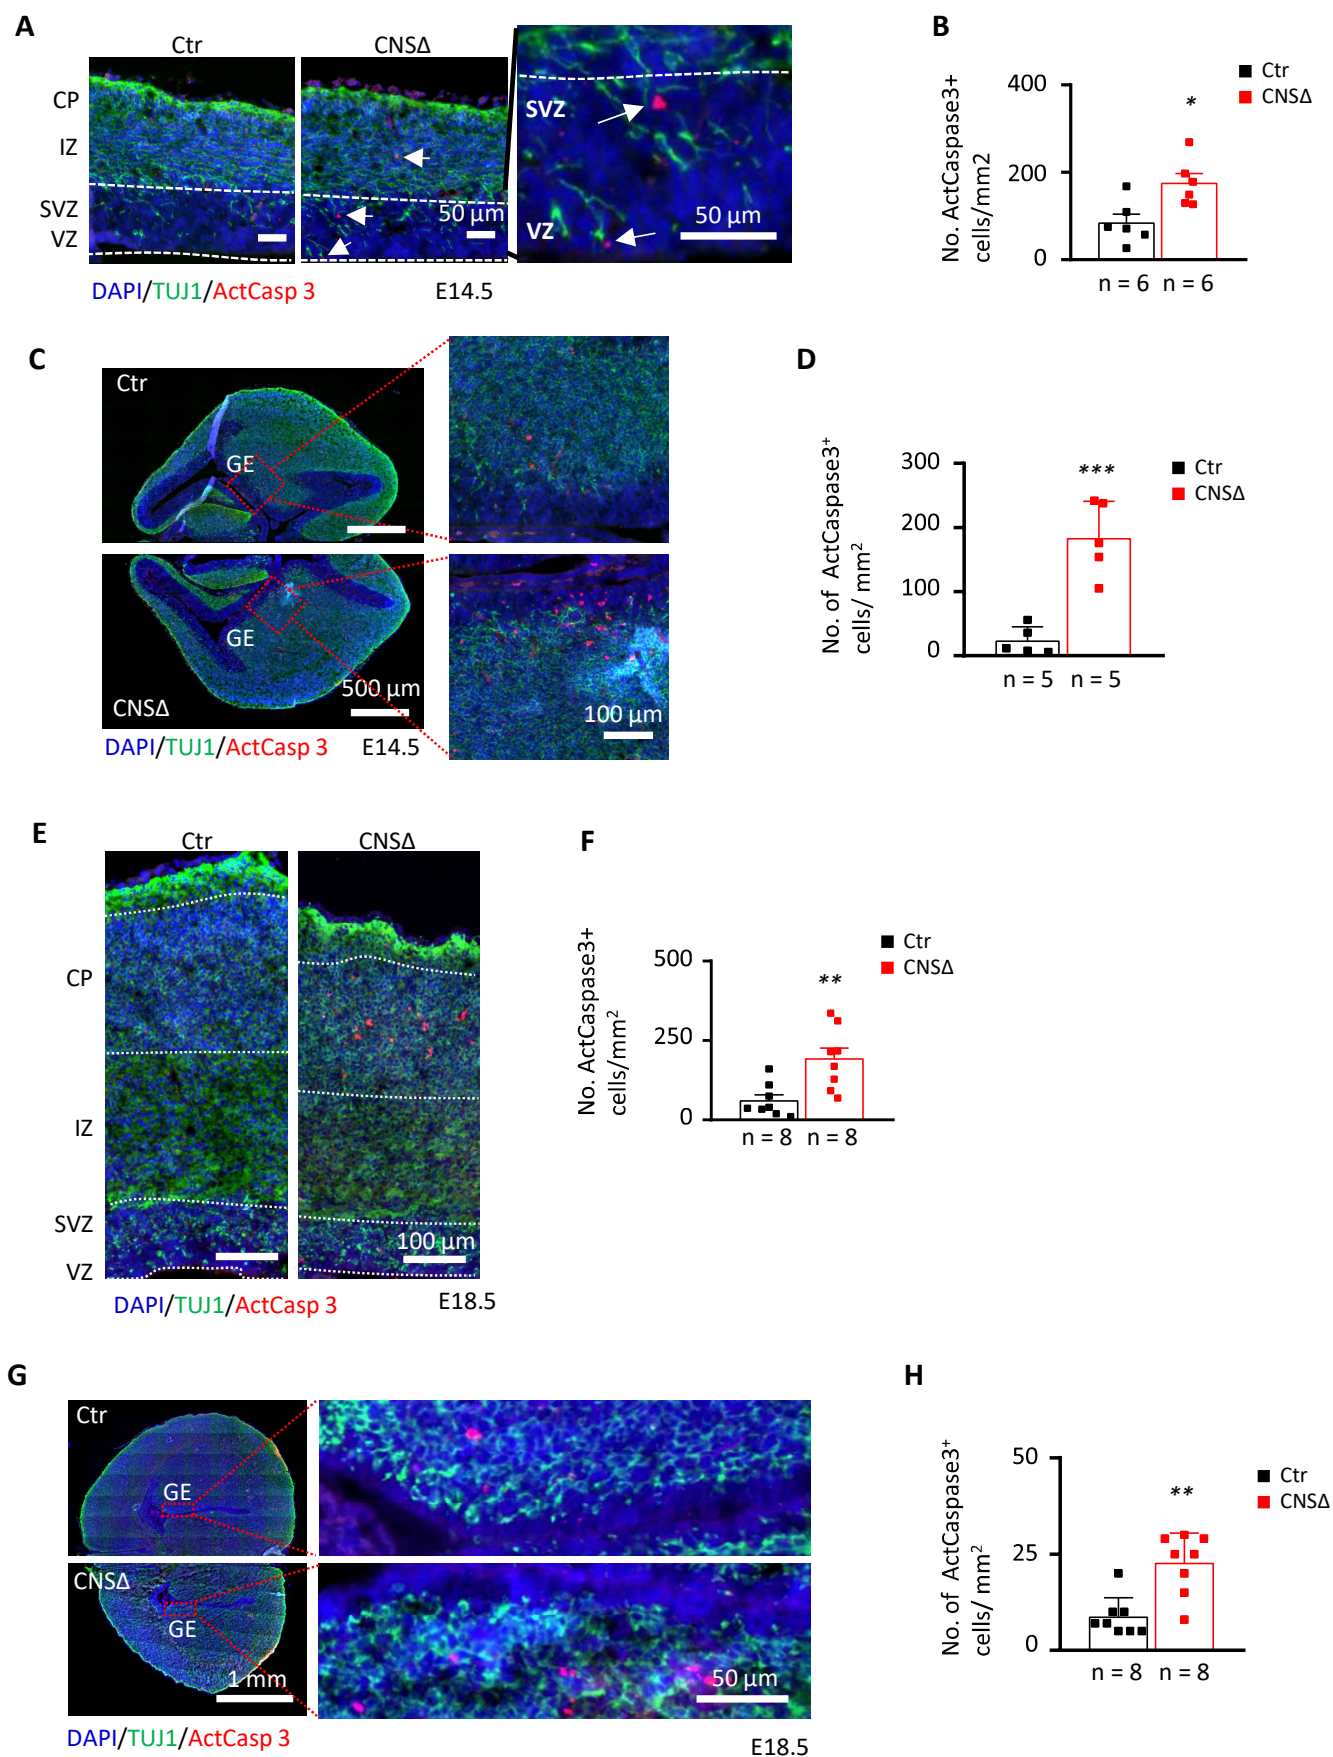

**Figure S2. *Smg6* deletion in the central nervous system cause Caspase3 dependent cell death in the cortex and ganglionic eminence.** (A) Active Caspase 3 and Tuj1 (Neurons) co-staining of E14.5 cortices with quantification of Act-Caspase3 positive cells shown in (B). (C,D) Active Caspase 3 and Tuj1 (Neurons) co-staining of GE at E14.5 with quantification. (E,F) Images and quantification of Active Caspase 3 signals in CTX at E14.5 and (G,H) in GE at E18.5. For all graphs: n - number of embryos analysed. Error bars represent SEM. Statistics by unpaired Student's *t*-test, except in H the MWU was used, significance - \* <0.05, \*\* <0.01, \*\*\* <0.001. VZ: ventricular zone, SVZ: subventricular zone. DAPI counterstains cell nucleus.

**A**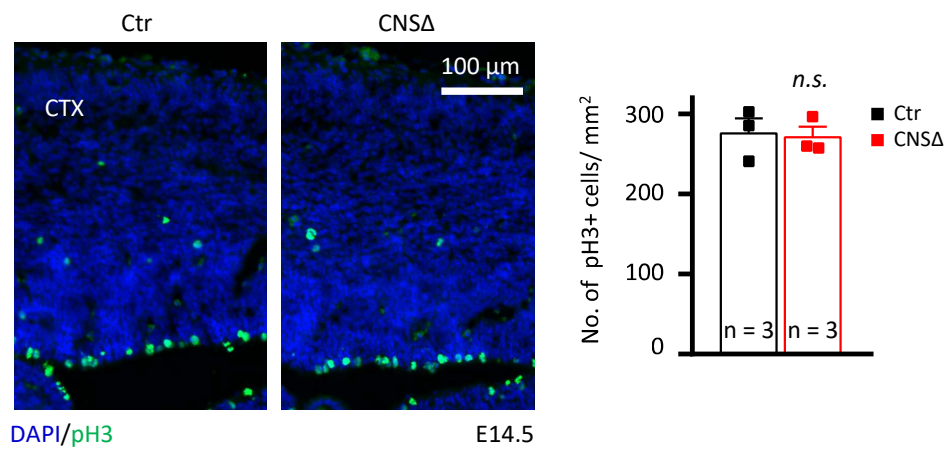**B**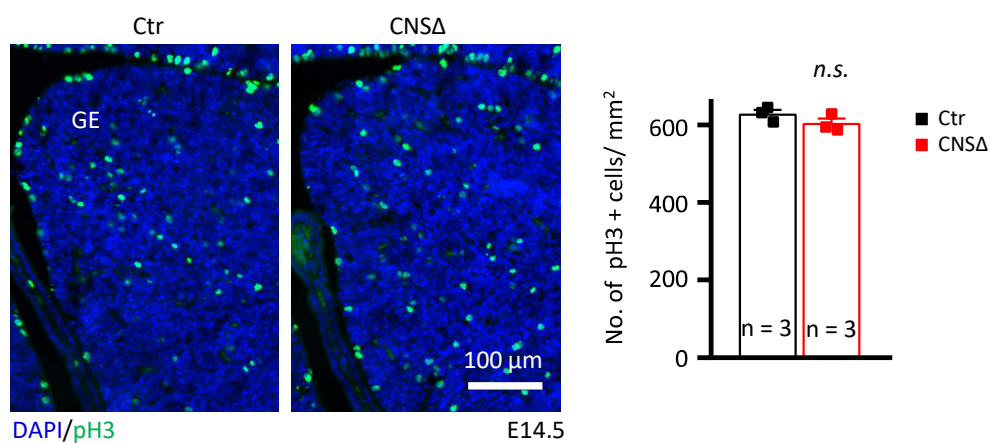

**Figure S3. Proliferation of neuroprogenitors in the cortex and ganglionic eminence of E14.5 brains of indicated genotypes.** Quantification of mitotic cells after immuno-staining of the CTX (A) and GE (B) using anti phospho-Histone H3 (Ser10) antibody (pH3). n - number of embryos analysed. Error bars represent SEM. Statistics by unpaired Student's *t*-test, significance - n.s. > 0.05.

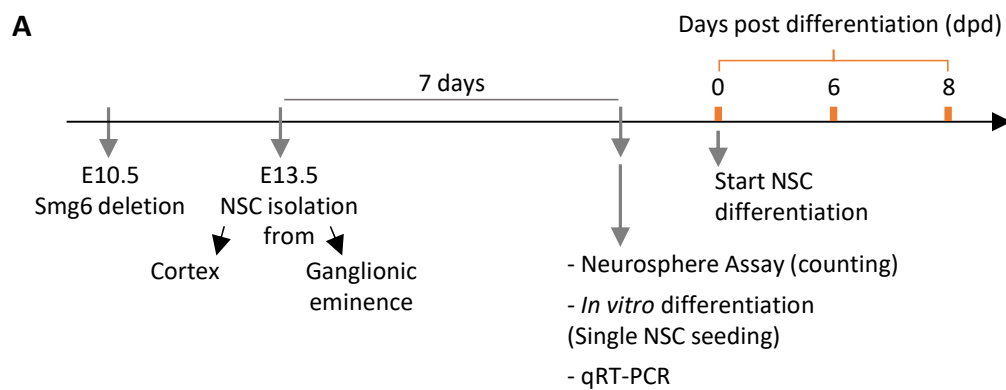

**B**

| Genotype                   | Number of newborns | Percentage of total (%) | Expected percentage (%) |
|----------------------------|--------------------|-------------------------|-------------------------|
| Smg6 F/F;<br>Emx1 Cre +/+  | 14                 | 21.2                    | 25                      |
| Smg6 F/+;<br>Emx1 Cre +/+  | 22                 | 23.3                    | 25                      |
| Smg6 F/+;<br>Emx1 Cre Tg/+ | 14                 | 21.2                    | 25                      |
| Smg6 F/F;<br>Emx1 Cre Tg/+ | 16                 | 24.3                    | 25                      |
| Total                      | 66                 | 100                     | 100                     |

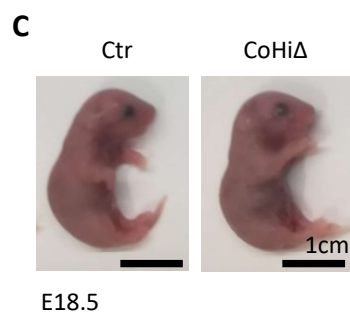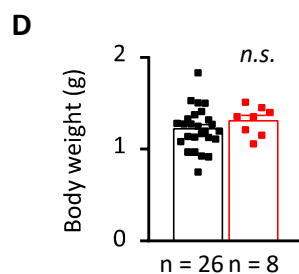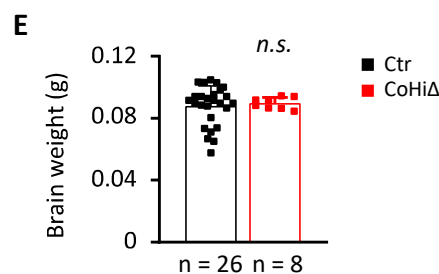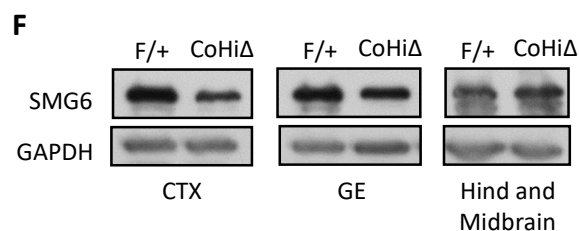

**Figure S4. *Smg6* deletion only in cortex and hippocampus does not affect embryo development.** (A) Experimental scheme used for the *in vitro* neurosphere assay, the *in vitro* differentiation and the qPCR analysis. (B) Comparison of obtained and expected Mendelian ratios of E18.5 embryo genotypes from breeding *Smg6*<sup>flox/flox</sup> X *Smg6*<sup>flox/+</sup>; Emx1-Cre<sup>tg</sup>. Body (C,D) and brain weights (E) in *Smg6*-CoHiΔ E18.5 embryos are normal. (F) Western blot of CTX, GE and hind/midbrain at E18.5 showing *Smg6* deletion in CTX but not in other parts of brain. Statistics by unpaired Student's *t*-test in D and MWU in E, significance - n.s. > 0.05

How the deposited data were processed for this re-analysis (not part of the article)

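RNA of NPC cultures from E13.5 embryos was sequenced in 11 libraries, with Ctr from 3 embryos and Ctr + 4-OHT and *Smg6*-iKO from 4 embryos each. Groups were taken from the sample labels and from methods 2.7 of the paper. Libraries were paired by the embryo numbers in the sample labels, where embryos 128, 132 and 133 occur in both Ctr and *Smg6*-iKO. Fits with the embryo as a block take their contrast from these embryos alone. The authors deposited one count per gene and library, the number of stranded reads that mapped to one position and to one gene, without normalization. Of 53801 gene identifiers, 53706 were paired with a symbol by the GENCODE M21 annotation, which also gave gene positions on GRCm38. No pair of libraries of one condition held duplicate counts, with a chi-square per gene between 12.5 and 49.5.
Between 26418249 and 33756875 reads per library were counted on genes. The counts carry counting error as well as the variation between embryos, and the standard deviations given cover both.
Differential expression was computed in R 4.3.3 with edgeR 4.0.16: genes kept by filterByExpr, TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. Each of the 3 comparisons was fitted to its own groups alone. The DEGs shared by the comparisons of *Smg6*-iKO with either control were those with the same direction in both. CPM per library were computed after TMM normalization over the 11 libraries, in which 18123 genes were kept, with a prior count of 2 on the log2 scale. Gene sets were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, adjusted over 10 sets within a comparison, and their means per library with a two-sided exact permutation test. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.
The comparisons, tests, gene sets, named genes and alternatives were chosen before the data were examined, but after Supplementary Table S1 and Figure 6, which hold the paper's calls on the same libraries, had been read. The named genes were the genes that the paper names in results 3.5 or measured in Figure 3C, those underlined in Figure 6A, the 5 largest rises and the 5 largest falls against Ctr + 4-OHT among DEGs that were shared by both comparisons and in which every *Smg6*-iKO library lay on one side of every control library, the NMD factors, *Esr1*, and sex-linked genes as a check of the labels. Of these, 2 genes are not reported here; they stayed in the fits and in the gene sets. The pathway and regulator lists of IPA were not used here.
The alternatives were DESeq2's size factors and upper-quartile normalization in edgeR, no filter on low counts, a minimum of 10 counts in every library, all libraries in one fit, no genes on chromosomes X and Y, a correction for gene length (a loess trend per library with a span of 0.3), limma-voom, the Wald test of DESeq2 1.42.0 on the groups compared or on all libraries, fold changes shrunk by lfcShrink, a minimum absolute log2 fold change of 0.2, the embryo as a block alone and with the length correction, and each library left out in turn. For gene sets, camera with an estimated inter-gene correlation and the self-contained test fry were run beside DESeq2's size factors, both filter alternatives, all libraries in one fit, the length correction, the block alternatives and each library left out. Upper-quartile normalization, the removal of chromosomes X and Y, limma-voom and DESeq2's test were not run on sets.
The tests were tested on simulated data with 200 changed genes, of which edgeR recovered 86.8% of the 197 tested in *Smg6*-iKO against Ctr + 4-OHT, 88.5% of 200 in *Smg6*-iKO against Ctr and 78.2% of 197 in Ctr + 4-OHT against Ctr. Of these changed genes, 144, 149 and 147 in the same order had a log2 change of at least 1 in size. Unchanged genes made up 6%, 5.9% and 3.1% of the calls. The simulation gave all genes the same variation and used no pairing by embryo. The 25 down-regulated genes of Figure 6A lay between -0.63 and -0.31 against Ctr + 4-OHT. The shares recovered thus do not measure the recovery of such smaller changes.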

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

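The tests on the origin of the Y-linked reads were chosen only after the result was seen.
In 7 of 86 groups of 4 libraries, one library lay apart from the others, where chance gives about 5% of groups. The value given for each is the gap from that library to the nearest of the others, as a share of the range of the group in log2 CPM. Libraries are named here by their total counts. In *Smg6*-iKO, the library with 27070019 counts was lowest for *Trp53* (0.878), for *Dlx2* (0.922) and for the mean of the markers of GE and interneurons (0.839), and highest for *Snhg12* (0.831). The library with 27082603 counts was lowest for *Hist1h2ae* (0.879) and that with 31034162 highest for *Smg5* (0.880). In Ctr + 4-OHT, the library with 26951942 counts was lowest for *Trp53* (0.835). The genes and the set are not independent of each other, and no technical or biological explanation was tested for these libraries. The total counts of none of them stood apart within its group. Without the *Smg6*-iKO library with 27070019 counts, there were 138 DEGs against Ctr + 4-OHT and 2524 against Ctr.
The Ctr library with 26478257 counts expressed *Xist* and also held reads on Y-linked genes, at a median of 1.68% of the mean of the 7 libraries with Y-linked expression. The shares of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* lay between 1.43% and 1.94%, from 31 to 49 reads per gene. In the other libraries with *Xist* expression, the *Smg6*-iKO library of the same embryo included, the shares were at most 0.353%, which goes against reads of X-linked homologs as the source. The similar shares of the 4 genes are what a small admixture of RNA or reads from a library with Y-linked expression would give, so a mixed sample remains as a candidate explanation (lowest share 1.43%). No biological explanation was tested.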

How the results depend on the processing

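No test in this part was chosen after its result was seen: the alternatives are those named in the processing summary. The cause was not tested for any of the changes below.
The number of DEGs of *Smg6*-iKO against Ctr + 4-OHT stayed within 1.5 times 206 under the other normalizations, the minimum of 10 counts, without chromosomes X and Y, with the correction for gene length, with limma-voom and with the added fold change limit. It was 418 without a filter on low counts, 484 with all libraries in one fit, and with DESeq2 880 on the groups compared and 1131 on all libraries. With one library left out it ranged from 66 to 174. The share of these DEGs that were higher in *Smg6*-iKO was 64.6%, and 37.6% with the correction for gene length.
For *Smg6*-iKO against Ctr, 1663 DEGs became 2714 without the filter and 796 with all libraries in one fit. With the embryo as a block there were 3854, and 4076 with the block and the length correction, where libraries of one embryo correlated with a mean of 0.384. With one library left out the number ranged from 570 to 2524. For Ctr + 4-OHT against Ctr, 39 DEGs became 198 without the filter, 60 with all libraries in one fit, and 168 and 238 with DESeq2 on the groups compared and on all libraries, with 5 to 54 when one library was left out. The 162 DEGs shared by both *Smg6*-iKO comparisons became 335, 268, 583 and 622 in the same order of settings, and 57 to 139 with one library left out. Of the list in Supplementary Table S1, 205 genes were called, and 390, 472, 850 and 836 in that order, with 66 to 171 when one library was left out.
With the inter-gene correlation estimated, several sets kept their mean log2 fold change but no longer passed the threshold. Against Ctr + 4-OHT these were DNA replication and repair (-0.17, adjusted p = 0.144), mitosis and kinetochore (-0.29, 0.0950), FOXM1 targets (-0.34, 0.0950), p53 targets (0.18, 0.417), cholesterol biosynthesis (-0.23, 0.149) and GE and interneuron markers (0.22, 0.294). Against Ctr they were NMD factors (0.13, 0.110), DNA replication and repair (-0.15, 0.295) and GE and interneuron markers (0.19, 0.478), and in Ctr + 4-OHT against Ctr cholesterol biosynthesis (0.29, 0.447). With fry, the adjusted p was 0.215 for p53 targets (0.18) and 0.108 for GE and interneuron markers (0.22) against Ctr + 4-OHT, 0.196 for GE and interneuron markers against Ctr (0.19) and 0.201 for cholesterol biosynthesis in the control comparison (0.29). NMD factors against Ctr no longer passed the threshold with the length correction (0.085, adjusted p = 0.0675), and GE and interneuron markers against Ctr with the minimum of 10 counts (0.20, adjusted p = 0.0504). With one library left out, GE and interneuron markers against Ctr lost the threshold in 5 of 7 fits (adjusted p up to 0.154) and NMD factors against Ctr in 1 (0.0610), while cholesterol biosynthesis against Ctr newly passed it in 2 and cortical markers against Ctr + 4-OHT in 1. The p53 targets against Ctr passed it only with the block (0.13, adjusted p = 0.00473), with the block and the length correction (0.090, adjusted p = 0.0123), and in 3 of the fits that left out a library. The snoRNA host genes and the histones passed under every alternative run on sets in both *Smg6*-iKO comparisons.
Some sets turned their direction. Cholesterol biosynthesis against Ctr was 0.056, and -0.011 with the block and the length correction. Cortical markers against Ctr were 0.032, and -0.012 with the length correction, -0.059 with the block and -0.098 with both. With one library left out, cortical markers ranged from -0.21 to 0.12 against Ctr + 4-OHT and from -0.047 to 0.098 against Ctr, cholesterol biosynthesis against Ctr from 0.0060 to 0.11, p53 targets against Ctr from 0.039 to 0.13, NMD factors against Ctr from 0.11 to 0.14, and GE and interneuron markers against Ctr from 0.15 to 0.25.
Among the named genes, *Cdkn1a* against Ctr turned to -0.0063 with the length correction and ranged from -0.071 to 0.15 with one library left out. *Upf2* against Ctr turned to -0.023 with the length correction and to -0.033 with the block and the length correction, and ranged from -0.046 to 0.057. *Esr1* against Ctr turned to 0.012 with upper-quartile normalization and ranged from -0.081 to 0.037. The median log2 fold change of all genes against Ctr was 0.0055. It moved to -0.031 with the length correction, to -0.029 with the block and that correction, and to 0.038 with upper-quartile normalization. Under these settings, the turns of genes and sets are thus not told apart from a shift of all genes. In other alternatives, 5 further values of named genes lost the threshold and 16 passed it newly, and with one library left out 34 lost it and 3 passed it newly.
The shifts of the median log2 fold change of all genes between normalizations stayed under 0.1.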

Differences from the paper's values

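No test in this part was chosen after its result was seen.
The paper's number of DEGs of *Smg6*-iKO against Ctr + 4-OHT is 859, and 206 were found with edgeR. The paper's number of higher genes is 385 against 1.3e+02 (64.6% of the 206), and of lower genes 474 against 73. Of the alternatives set before the data were examined, DESeq2's Wald test on the groups compared, which is the test that the paper's methods state, gave 880 DEGs (387 higher, 493 lower), and with all libraries in one fit it gave 1131 (466 higher, 665 lower), all within 1.5 times the paper's values. The other alternatives gave between 66 and 484 DEGs. Of the paper's list, DESeq2 on the groups compared called 850 genes and edgeR 205.
The paper's average of 73 M reads per sample stands against a mean of 29.1 M reads counted on genes. The former are reads obtained and the latter reads that were mapped to one position and one gene, and no alternative applies to it.
The log2 fold changes in Supplementary Table S1 were lower than those from edgeR for 8 of the 20 named genes in it. The paper's value for *Gas5* is 1.09 against 1.27. Fold changes shrunk by lfcShrink, the method that the paper states, gave 0.97, and the length correction (1.21) and leaving out one of 2 libraries of Ctr + 4-OHT (1.23 and 1.20) or one of *Smg6*-iKO (1.22) also came within the spread between embryos. The paper's value for *Snhg6* is 1.18 against 1.36, with 1.05 from lfcShrink, 1.32 with the length correction, and 1.31, 1.31 and 1.29 without those libraries. The paper's value for *Snhg12* is 1.28 against 1.61, and only lfcShrink (1.07) came within the spread. The paper's value for *2410006H16Rik* is 1.28 against 1.71, and only lfcShrink (1.02) came within it. None of the alternatives set before the data were examined closed the gap for *1110038B12Rik* (the paper's value is 1.72 against 1.92), *Zfas1* (the paper's value is 2.02 against 2.33), *Epb41l4aos* (the paper's value is 1.58 against 2.03) and *Esr1* (the paper's value is 2.11 against 4.95). With lfcShrink these were 1.56, 1.80, 1.30 and 1.43.
Supplementary Table S1 lists *Foxm1*, whose adjusted p against Ctr + 4-OHT was 0.0954 with edgeR. DESeq2 on the groups compared called it, with an adjusted p of 0.00749, and the adjusted p over the alternatives, each library left out included, lay between 0.00135 and 0.214.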

Other observations

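The tests on p53 targets, cycling cells, 4-OHT, interferon, ATF4, the shared DEGs, the listed DEGs and the number of transcripts were chosen only after the result was seen, and the rules for reading *Esr1*, the Rosa26 window and corrections for gene length that did not move a value were reworded then.
Other splits of the same libraries were fitted in the same way. Of the 35 splits of the *Smg6*-iKO and Ctr + 4-OHT libraries, 1, the real one, gave as many as 206 DEGs, and the next gave 21. That 1 of the 35 splits called as many of the genes in Supplementary Table S1 shows no stability, since the list was called on the same libraries. Of the *Smg6*-iKO and Ctr splits, 8 part as many pairs of one embryo as the real one, and 1 of these, the real one, gave 1663 DEGs, while none of the others gave any. With 8 splits a share under 0.05 is out of reach, so this count alone cannot tell the difference apart from chance. The 27 other splits part fewer pairs. Among them, the one that moves the *Smg6*-iKO library with 27070019 counts to the side of all Ctr libraries gave 812, and the next gave 5. The same move of any of the other 3 *Smg6*-iKO libraries gave at most 4, and why the former gave more was not tested. Of the 35 splits of Ctr + 4-OHT and Ctr, 1 gave as many as 39, and the next gave 27. Of 100 labellings, 40 part as many pairs as the real one, and 1 of these gave as many as 162 shared DEGs, with 2 in the next. Among the 60 others, one with the real *Smg6*-iKO group and relabelled controls gave 79.
*Esr1* had a log2 fold change of -0.021 between *Smg6*-iKO and Ctr and was near 0 CPM only in Ctr + 4-OHT, the group without CreER T2. Reads of the transgene counted on *Esr1* are a candidate explanation for its place among the DEGs. Genes within 10 Mb of the Rosa26 locus made up 3 of the 206 DEGs against Ctr + 4-OHT, *Apobec1*, *Tatdn2* and *Gt(ROSA)26Sor* (Fisher's exact test, p = 0.221, odds ratio 1.89). With so few genes, an effect of strain variants linked to the transgene cannot be told apart from chance. In *Smg6*-iKO against Ctr, where both groups carry CreER T2, 20 of the 1663 DEGs lay in that window, *Tatdn2* included (Fisher's exact test, p = 0.0570, odds ratio 1.62). In Ctr + 4-OHT against Ctr it was 1 of 39 (Fisher's exact test, p = 0.269). These counts do not decide on strain variants either. *Gt(ROSA)26Sor*, the locus of the transgene, had 19.5 to 21.9 CPM in the libraries with CreER T2 and 12.8 to 15.7 CPM in those without. *Apobec1*, *Tatdn2* and *Gt(ROSA)26Sor* were named after their values were seen.
With the length correction, the histones went from -0.37 to -0.41 against Ctr + 4-OHT and the mitosis and kinetochore set from -0.29 to -0.34. The median log2 fold change of all genes moved likewise, from 0.012 to -0.040. Relative to other genes the sets hardly moved there, although the correction took the share of higher DEGs from 64.6% to 37.6%. This argues against a length trend of the kind corrected as the source of these falls. Against Ctr, the histones went from -0.42 to -0.38 while that median went from 0.0055 to -0.031, so a fall of the histones stayed there. If fewer cells were cycling, sets of S phase and of mitosis could be expected to fall alike. The histones minus the mitosis and kinetochore set gave -0.068 against Ctr + 4-OHT (two-sided exact permutation test, p = 0.457) and -0.085 against Ctr (p = 0.429 from that test), which at these group sizes does not show that they fell alike. The mitosis and kinetochore set minus the DNA replication and repair set gave -0.12 and -0.19 in the same order (two-sided exact permutation test, p = 0.143 and 0.0571, the latter without overlap of the groups). The histones fell by more than the DNA replication and repair set (difference -0.19 against Ctr + 4-OHT and -0.27 against Ctr, two-sided exact permutation test, p = 0.0286 for each), but the latter also holds repair genes. The permutation tests against Ctr do not use the pairing of libraries by embryo, so differences within embryos were not tested. With these tests, fewer cycling cells cannot be told apart from other explanations. The snoRNA host genes went from 0.74 to 0.69 against Ctr + 4-OHT with the length correction. They moved as all genes did and kept their rise, which argues against a length trend of the kind corrected for them as well.
For the p53 targets, a rise in both comparisons was sought. Against Ctr the adjusted p was 0.192 (mean log2 fold change 0.093, 31 of 52 genes higher) and with the embryo as a block it was 0.00473 (0.13), where libraries of one embryo correlated with a mean of 0.384. Over the alternatives the adjusted p lay between 0.00473 and 0.900. Within each of the 3 embryos with libraries in both groups, the set was higher in *Smg6*-iKO. A rise of p53 transactivation is a candidate explanation that the fit with the pairing favours and the fit without it does not show.
The cholesterol genes were higher by 0.29 in Ctr + 4-OHT than in Ctr, and by 0.29 with the length correction as well. There the correction moved the median log2 fold change of all genes only from 0.0045 to 0.011. A correction this small does not decide on gene length for these genes. In *Smg6*-iKO, which was also treated, they were at 0.056 against Ctr. An effect of 4-OHT that *Smg6* loss offsets could give this, and so could the difference in genotype, so the 4-OHT treatment cannot be told apart from these. Of the 39 control DEGs, 29 were also DEGs with the same direction in *Smg6*-iKO against Ctr, where the shared Ctr group makes the directions dependent.
Interferon-stimulated genes had a mean log2 fold change of 0.42 against Ctr + 4-OHT and -0.24 against Ctr (larger two-sided exact permutation p 0.429). They were at -0.64 in Ctr + 4-OHT against Ctr, so a response to *Smg6* deletion was not seen against both controls. ATF4 targets were at 0.070 and 0.21 in the same order (larger exact permutation p 0.486), and the same holds for them.
Genes with a transcript annotated as an NMD target, 3866 in the comparison with Ctr, had a median log2 fold change of 0.016. This was at percentile 100 of 10000 random lists matched on mean expression. In Ctr + 4-OHT against Ctr the percentile was 0.44, at the low end of the lists, although the libraries were not apart (two-sided exact permutation test, p = 0.629). With the number of annotated transcripts matched too, the percentile in that control comparison was 47.0. Loss of NMD could give the rise in *Smg6*-iKO. When the lists were also matched on the number of annotated transcripts, the percentile was again 100 in both *Smg6*-iKO comparisons (against Ctr, median 0.015, highest of the matched lists 0.0072), but the libraries were no longer apart (larger two-sided exact permutation p 0.171) and the mean difference against Ctr went from 0.034 to 0.015. With the embryo as a block, the mean difference against Ctr went from 0.038 to 0.020, whereas the permutation tests do not use the pairing. A part of the rise thus stayed across genes. In tests across libraries without the pairing, it cannot be told apart from the number of transcripts per gene. Without the block, the length correction did not move the mean difference against Ctr (0.015). That difference did not part the libraries, so the correction does not decide on gene length here.
The paper measured *Dlx1* and *Dlx2* by RT-qPCR in GE neurospheres, which are other samples. Here *Dlx1* had a log2 fold change of 0.31 against Ctr + 4-OHT (adjusted p = 0.244 from edgeR) and 0.44 against Ctr (adjusted p = 0.0417 from edgeR), or 0.40 with the embryo as a block (adjusted p = 0.000825 from edgeR; mean correlation 0.384 of libraries of one embryo). *Dlx2* was at 0.38 (adjusted p = 0.421 from edgeR) and 0.28 (adjusted p = 0.466 from edgeR), or 0.20 with the block. *Gad1* was at 0.32 (adjusted p = 0.146 from edgeR) and 0.22 (adjusted p = 0.0987 from edgeR), or 0.19 with the block (adjusted p = 0.0221 from edgeR). The set of GE and interneuron markers had a mean log2 fold change of 0.22 (adjusted p = 0.0038 from camera) and 0.19 (adjusted p = 0.0451 from camera), or 0.17 with the block. With the inter-gene correlation estimated, the adjusted p from camera was 0.294 and 0.478. The mean log2 CPM of the set overlapped between the groups (two-sided exact permutation test, p = 0.0857 against either control). Within each of the 3 embryos with libraries in both groups, the set was higher in *Smg6*-iKO than in Ctr (3.09 to 3.10, 3.07 to 3.36 and 3.22 to 3.40). Cortical markers were at -0.057 and 0.032, or -0.059 with the block.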
